# CD24 induces changes to the surface receptors of B cell microvesicles with variable effects on their RNA and protein cargo

**DOI:** 10.1038/s41598-017-08094-8

**Published:** 2017-08-17

**Authors:** D. Craig Ayre, Ian C. Chute, Andrew P. Joy, David A. Barnett, Andrew M. Hogan, Marc P. Grüll, Lourdes Peña-Castillo, Andrew S. Lang, Stephen M. Lewis, Sherri L. Christian

## Abstract

The CD24 cell surface receptor promotes apoptosis in developing B cells, and we recently found that it induces B cells to release plasma membrane-derived, CD24-bearing microvesicles (MVs). Here we have performed a systematic characterization of B cell MVs released from WEHI-231 B lymphoma cells in response to CD24 stimulation. We found that B cells constitutively release MVs of approximately 120 nm, and that CD24 induces an increase in phosphatidylserine-positive MV release. RNA cargo is predominantly comprised of 5S rRNA, regardless of stimulation; however, CD24 causes a decrease in the incorporation of protein coding transcripts. The MV proteome is enriched with mitochondrial and metabolism-related proteins after CD24 stimulation; however, these changes were variable and could not be fully validated by Western blotting. CD24-bearing MVs carry Siglec-2, CD63, IgM, and, unexpectedly, Ter119, but not Siglec-G or MHC-II despite their presence on the cell surface. CD24 stimulation also induces changes in CD63 and IgM expression on MVs that is not mirrored by the changes in cell surface expression. Overall, the composition of these MVs suggests that they may be involved in releasing mitochondrial components in response to pro-apoptotic stress with changes to the surface receptors potentially altering the cell type(s) that interact with the MVs.

## Introduction

Extracellular vesicles (EVs) are a collection of membrane-enclosed structures released from cells, broadly defined into three major sub-types: exosomes, microvesicles (MVs), and apoptotic bodies^1^. Exosomes are 50 to 100 nm-sized vesicles that are released from multi-vesicular bodies within the cytosol^2^. MVs (also termed ectosomes, shedding vesicles or microparticles) are 100 to 1000 nm-sized vesicles that bud directly from the plasma membrane^2^. Lastly, apoptotic bodies are larger vesicles (1–5 μm) that result from membrane blebbing in the final stages of apoptosis^3^. The production of EVs is ubiquitous, having been identified from many cell types, and isolated from virtually all body fluids^1^. Thus, EV production likely represents an innate, basal cellular process to serve as a cell - cell communication vehicle to influence local, or potentially even distal, recipients.

EVs can influence recipient cells through a variety of means. One important mediator is through the delivery of mRNA and miRNA from donor to recipient cells. For example, adipocyte EVs are capable of upregulating lipogenesis in recipient cells via the transfer of RNA^4^. *In vitro* assays have also demonstrated the ability of EVs to transfer bio-active miRNA (such as miR-335) to silence specific target mRNAs in recipient cells^5^, a property that has recently been exploited to deliver mutant KRAS-silencing siRNA and shRNAs^6^. EV transfer of the GPI-anchored proteins CD55 and CD59 to erythrocytes can correct paroxysmal nocturnal hemoglobinuria by inhibiting complement-mediated red blood cell lysis^7, 8^. During immune responses, EVs are known to participate in the transfer of antigens to professional antigen-presenting cells, or to carry specific immuno-modulatory cytokines^9^. EVs can also affect the growth and development of cancers. Mouse fibroblasts expressing the oncogenic diffuse B cell lymphoma gene promote the growth and survival of untransformed cells via the EV-mediated transfer of focal adhesion kinase (FAK) protein^10^. It is therefore clear that EV cargoes, including mRNA, miRNA, luminal, and surface proteins, allow EVs to alter the biology of recipient cells.

CD24, also called Heat Stable Antigen (HSA), is a glycophosphatidylinositol (GPI)-linked protein expressed on the surface of numerous cell types that is post-translationally modified with a dense and variable network of N- and O-linked glycosylations^11^. One of the most well-described effects of CD24-mediated signalling is its promotion of apoptosis in immature and developing B cells^12–15^. Recently, we have shown that in addition to promoting apoptosis, stimulation of CD24 via antibody (Ab)-mediated crosslinking to mimic ligand binding is associated with the release of plasma membrane-derived MVs from *ex vivo* bone marrow-derived B cells and the mouse WEHI-231 B cell lymphoma cell line^15^. While CD24 has been shown to be present on EVs derived from amniotic fluid and urine^16^, this was the first report of CD24 stimulation directly promoting EV production. Further analysis revealed that CD24 itself was enriched in EVs released from WEHI-231 cells following CD24 stimulation; however, no analysis of EV cargo has been performed following CD24 stimulation in any model system, nor has the contribution of CD24 stimulation to EV generation been described.

Therefore, the objective of this study was to isolate and characterize the EVs released in response to CD24 stimulation. We have used the WEHI-231 B cell line for this first characterization because this is the only model system where CD24-mediated MV release has been extensively validated^15^. Using a combination of morphology, RNA-Seq, proteomics, and flow cytometry we have firmly established that CD24 stimulation promotes MV and not exosome release. We also found that the RNA cargo and the MV proteome are relatively stable in response to stimulation, but that surface receptor composition is regulated so that the MV receptor composition is distinct from the cell surface. Overall, our data show that B cells constitutively release MVs, but that CD24 signalling affects the surface composition in a manner that does not reflect their cellular origin, suggesting a regulated system for vesicle packaging.

## Results

### EV released from isotype and anti-CD24 stimulated WEHI-231 cells are morphologically similar

Previously, we found that Ab-mediated stimulation of CD24 induced the formation of CD24-bearing EVs from B cells, which we concluded were plasma-membrane derived MVs^15^. Here we further characterized the size, shape and quantity of the EVs released by WEHI-231 cells after anti-CD24 stimulation compared to isotype control treatment (Fig. 1).

**Figure 1:**
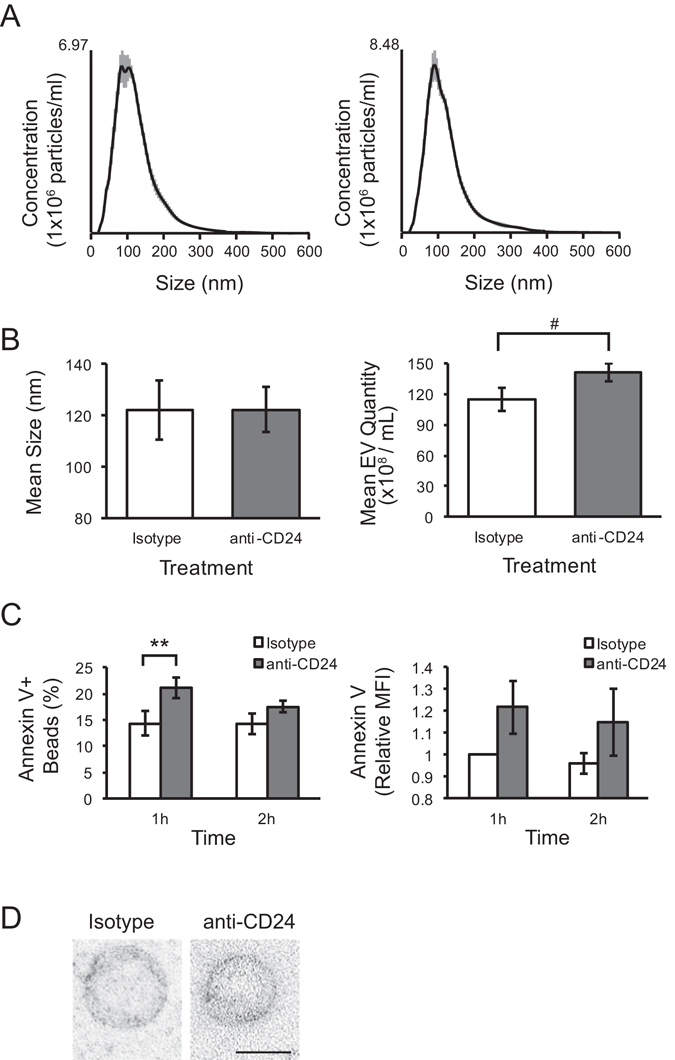
The quantification and morphology of MVs released from B cells with and without CD24 stimulation. (**A**) Representative nanoparticle tracking (NTA) plots of particle sizes and concentrations in supernatants from cells stimulated with either isotype (right) or anti-CD24 (left) Ab after 1 h. Grey lines show ± 1 standard deviation of the mean in measurements. n = 3 biological replicates with 5 technical replicates each. (**B**) The mean size (left) and concentration (right) ± SEM of particles from supernatants analyzed by NTA, n = 3. Statistical significance was assessed using Students’ paired t-test, ^#^p = 0.08. (**C**) Mean % positive (left) and relative mean fluorescent intensity (MFI; right) of Annexin V-FITC beads used to capture CD24-bearing MVs released from isotype or anti-CD24 stimulated cells for the indicated times, n = 3. Statistics assessed by a two-tailed Student’s paired t-test. **p < 0.01. (**D**) Representative transmission electron microscopy (TEM) images of Vn96-isolated EVs from cells stimulated with either isotype or anti-CD24 for 1 h. Scale bar = 100 nm.

Particles of MV size were detected using nanoparticle tracking analysis (NTA) following 1 h stimulation in both conditions (Fig. 1A). The mean size from isotype-treated samples was 122 +/− 54 nm, and from anti-CD24 treated samples was 122 +/− 56 nm (Fig. 1B left), consistent with the upper range of exosomes and the lower range of MVs^2^. Isotype-treated cell supernatant contained an average of 114.7 × 10^8^ particles/mL, whereas anti-CD24 stimulated cell supernatant contained an average of 141.3 × 10^8^ particles (Fig. 1B, right). While not reaching statistical significance, each supernatant from CD24 treated cells contained more particles than the matching isotype supernatant, and there was an overall trend towards increased particle numbers following CD24 stimulation (p = 0.07).

We next quantified the population of CD24-bearing EVs that express phosphatidylserine by flow cytometric-detection of Annexin V on CD24+ EVs captured on streptavidin-coated magnetic beads. While individual EVs cannot be analyzed using this approach, we found a statistically significant increase in the number of Annexin V+ beads in response to 1 h anti-CD24 stimulation (Fig. 1C left) with 14.3 ± 2.3% of beads from isotype-treated samples, and 21.2 ± 2.0% of beads from anti-CD24 treated samples being Annexin V+ (p = 0.009). After 2 h of anti-CD24 stimulation, the number of Annexin V+, bead-captured EV was comparable to that of isotype treatment indicating that the promotion of Annexin V+ EV formation by CD24 was transitory.

We isolated EVs from both isotype and anti-CD24 stimulated cells for transmission electron microscopy (TEM) analysis using Vn96 peptide-based capture, as previously validated^17^. We isolated round structures consistent with both the size estimates from the NTA and our previous results using FACS-based bead sizing that showed that CD24 was associated with EVs smaller than 200 nm in diameter (Fig. 1D)^15^. There was no difference in morphology between EVs isolated from isotype or anti-CD24 stimulated cells.

Together these results indicate that B cells constitutively release EVs that are approximately 120 nm in diameter and these vesicles do not vary in their size or morphology following CD24 stimulation; however, there is a statistically significant increase in the amount of phosphatidylserine-positive EVs, indicative of MVs, following 1 h of anti-CD24 stimulation that does not persist over time.

### Individual transcripts are not preferentially packaged but overall protein coding transcripts are reduced in EVs in response to CD24 stimulation

We next used RNA-seq to characterize the RNA carried by EVs released by WEHI-231 cells. 

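RNA was sequenced from the EVs of WEHI-231 cells, a mouse B lymphoma line, after 1 h of stimulation with either isotype control or anti-CD24 antibody at 10 µg/mL, pre-incubated with 5 µg/mL of a secondary antibody, in 3 biological replicates per condition. Libraries were made without RNA fragmentation and without rRNA depletion and were read on an IonTorrent PGM. Barcode 1 marked every isotype library and barcode 2 every anti-CD24 library, and the run names show that the isotype and anti-CD24 libraries of one replicate number shared a run. The authors trimmed the reads, aligned them with tmap, counted them on Ensembl genes with htseq-count and deposited the raw counts of 47729 genes for each of the 6 samples, without normalization. Between 166129 and 794185 counts per sample fell on genes, with a median of 322397 in the isotype samples and 736432 in the anti-CD24 samples. Outside the rRNA and ribozyme genes, 15626 to 112042 counts per sample were left. At this depth the smallest share that 3 counts can show was between 0.00038% and 0.0018% of all counts, and between 0.0027% and 0.019% of the non-rRNA counts. Gene classes were taken from the GENCODE M21 annotation of GRCm38, in which 419 of the 47729 genes, with 5 to 48 counts per sample, were not listed.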

We found that both isotype and anti-CD24 stimulated cells produce EVs that carry RNA of approximately 200 nucleotides, consistent with other reports of RNA isolated from MVs (Fig. 2A)^18^. As there was no evidence of 18S or 28S RNA by Bioanalyzer analysis of the EV population, we sequenced all EV RNA without rRNA depletion.

**Figure 2:**
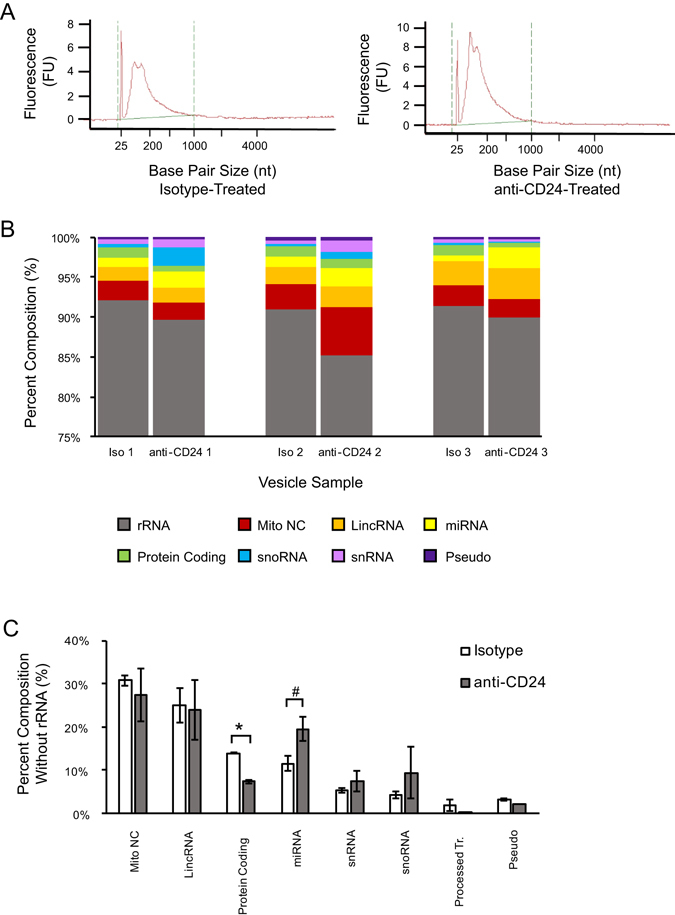
CD24 stimulation alters the abundance of protein coding transcripts loaded into B cell MVs. (**A**) Representative RNA size distributions of MVs collected from cells stimulated with either isotype (right) or anti-CD24 (left) Ab after 1 h. (**B**) The RNA incorporated into MVs from cells after 1 h of either isotype or anti-CD24 Ab stimulations categorized into one of 8 sub-categories containing >0.2% of the total RNA, n = 3 biological replicates. (**C**) The mean ± SEM percentage of the 8 major non-rRNA transcripts with greater than 2% of RNA abundance from MVs isolated from either isotype (white bars) or anti-CD24 (grey bars) stimulated cells. n = 3, statistics were assessed using a two-tailed Student’s t-test, ^#^p = 0.07; *p < 0.05.

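Differential expression between the 3 anti-CD24 and 3 isotype samples was tested on the 1501 genes with at least 1.0 CPM (the count of a gene scaled to the library's total) in 3 or more samples, with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. A single gene had an adjusted p under 0.05. This was Zfp260 (ENSMUSG00000049421), a protein-coding gene on chromosome 7 of GRCm38 from 30094777 to 30107622. Its log2 fold change was -8.14 (standard error 1.06, taken as the log2 fold change over the square root of the F statistic; adjusted p = 2.5e-11 from the quasi-likelihood test). The isotype samples had 1121, 0 and 0 counts of Zfp260 and the anti-CD24 samples 0, 4 and 3, so the call rested on isotype replicate 1. The next smallest p belonged to Adra2b, with a log2 fold change of -5.95 (standard error 1.83), and to Snord89, with a log2 fold change of 3.28 (standard error 1.04), both at an adjusted p of 0.49 from the same test. The anti-CD24 samples had no count of Adra2b, against 3, 4 and 10 counts in the isotype samples. The pairing by replicate number is taken from the labels. With the replicate block in the fit, the number of genes fell to 0, and the smallest adjusted p from the quasi-likelihood test was 0.99. Across the 1501 genes, the deviations of samples with the same number from their group means had a mean correlation of -0.053. By this measure, no shared deviation of the libraries of one run was seen. For samples with different numbers the mean was 0.026. Deviations from a group mean cancel within the group, so the second mean nearly follows from the first and is no separate reference. These correlations are across genes, which are not independent replicates. DESeq2 called 0 genes. The number moved most when anti-CD24 replicate 1 was left out, to 47 genes, of which 46 were higher after anti-CD24 and 33 were rRNA genes. The rRNA genes included 19 of the 5S cluster with identical counts in every sample. These repeat 1 set of counts and are not separate calls. From its edgeR analysis, the paper reports that it found no single transcript that differed between the conditions.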

We did not identify any individual transcripts that were differentially incorporated between EVs from isotype or anti-CD24 stimulated cells. Surprisingly, we found that 89.5% of the transcripts in all 6 EV samples were annotated as either rRNA or ribozyme by BioMART^19^. 

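In the deposited counts, 376 genes belonged to the rRNA and ribozyme biotypes, 354 of them rRNA and 22 ribozyme. They held 89.5% ± 2.4 (SD, n = 6) of all counts on genes. The share was 91.0% ± 0.39 (SD, n = 3) in the isotype samples and 88.0% ± 2.8 (SD, n = 3) in the anti-CD24 samples, a decrease by 3.00 percentage points that reached the smallest p this design allows (exact permutation test, p = 0.1). Within the replicate pairs, each read on a single run, the share changed by -1.97, -5.81 and -1.23 percentage points (exact sign-flip test, p = 0.25, the smallest 3 pairs allow). The lowest sample was anti-CD24 replicate 2 at 84.8% (95% Wilson interval 84.7% to 84.9%, 736432 counts). Counting 5S rRNA at its highest gene copy only, a setting chosen after the counts were seen, moved the mean most, to 85.7%.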

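The only gene named 5.8S rRNA, n-R5-8s1 on chromosome 18 of GRCm38 from 73533403 to 73533550, held 72.7% ± 13.5 (SD, n = 6) of the rRNA and ribozyme counts, and the 181 genes named 5S rRNA held 22.5% ± 11.2 (SD, n = 6). Their sum was 95.2% ± 2.3 (SD, n = 6). With 5S and 5.8S genes found by sequence instead of name, chosen after seeing the data, the 5S share was 27.2% and the sum 99.9%. The 5.8S share was 81.1% ± 3.3 (SD, n = 3) in the isotype samples and 64.4% ± 15.4 (SD, n = 3) in the anti-CD24 samples (exact permutation test, p = 0.2). The 5S share was 15.6% ± 2.7 (SD, n = 3) and 29.4% ± 12.8 (SD, n = 3) in the same order (exact permutation test, p = 0.2, where 3 against 3 cannot go below 0.1). Within the replicate pairs, the 5S share went from 18.7% to 15.0%, from 14.1% to 39.2% and from 13.9% to 34.0% (exact sign-flip test, p = 0.5), so neither difference held in every run. Among the 5S genes, 81 had at least 1 count, and 99.8% of the 5S counts fell on a cluster of 51 rRNA genes on chromosome 8 between 123538786 and 123623745. Of these, 19 genes had exactly the same count in every sample, from 885 in isotype replicate 2 to 10327 in anti-CD24 replicate 3, so the counts of single 5S genes are uncertain and the 5S share depends on how many copies are summed. With genes of identical counts kept once, the 5S share was 9.28% and the 5.8S share 88.1%. With 5S counted at its highest copy only, a setting chosen after the counts were seen, the 5S share dropped furthest, to 1.41%.

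**Figure D1:**
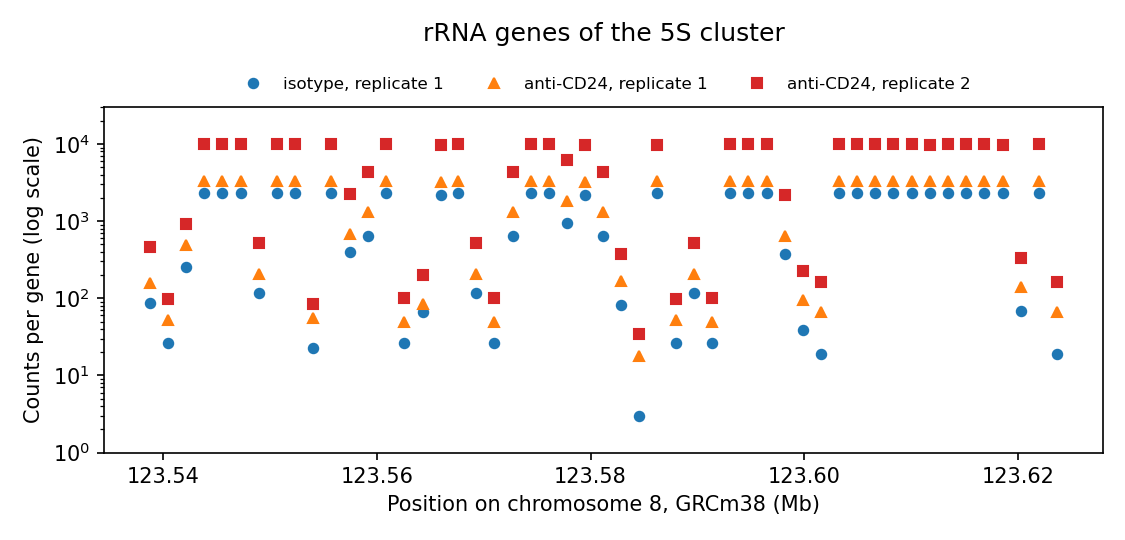
Counts per gene (log scale) of the 51 rRNA genes in the chromosome 8 cluster of 5S rRNA, by position in megabases on GRCm38, for isotype replicate 1 (circles), anti-CD24 replicate 1 (triangles) and anti-CD24 replicate 2 (squares). The 19 genes with identical counts lie on one level in each sample, at 2297, 3306 and 9867 counts.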

The majority (95.2%) of these transcripts were annotated as 5.8S (72.7%) and 5S (22.5%) rRNA, (Fig. 2B). 

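None of the 376 rRNA and ribozyme genes in the files is named 18S, 28S or 45S rRNA, so reads of these species could be counted only on genes of other names. To look for such genes, 5 primer sequences that match 18S or 28S rRNA widely were searched in the GENCODE M21 transcripts, 3 of them for 18S and 2 for 28S. The 18S sequence CAGCAGCCGCGGTAATTCC was found in the sense strand of Gm42418 (ENSMUSG00000098178), annotated as a lincRNA on chromosome 17 of GRCm38 from 39846958 to 39848788. No other gene outside the rRNA class carried any of the 5 sequences. Only this 1 of the 5 was found in any transcript, in Gm42418 and on the other strand of the rRNA-class gene CT010467.1. The other 18S sequences were therefore not found in Gm42418. As no transcript carried them, whether the search could find them was not shown, and their absence decides nothing. Gm42418 had 3311 to 30103 counts per sample. It held 22.5% ± 9.5 (SD, n = 6) of the non-rRNA counts and 2.29% ± 0.89 (SD, n = 6) of all counts. Its share of the non-rRNA counts was 23.4% ± 7.0 (SD, n = 3) in the isotype samples and 21.7% ± 13.3 (SD, n = 3) in the anti-CD24 samples, a difference smaller than the spread between replicates, and by replicate pair it changed by -4.29, -6.63 and 5.79 percentage points. The reference transcripts hold no 28S rRNA, so 28S was not testable beyond these sequences. From the Bioanalyzer profile and the sequencing, the paper reasons that the EVs lack 18S and 28S rRNA and carry 5S and 5.8S rRNA.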

The RNA carried by EVs is strongly influenced by their sub-type and cell of origin; however, the lack of 18S and 28S, but presence of 5/5.8S rRNA, is consistent with other reports on MV RNA^18, 20^. Of the remaining transcripts, approximately 29.1 ± 2.9% (3.1% of the total RNA) were mitochondrial non-coding mt-rRNA and mt-tRNA (Fig. 2C).

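Mitochondrial rRNA and tRNA genes held 29.1% ± 7.0 (SD, n = 6; SEM 2.88) of the counts outside the rRNA and ribozyme genes, and 3.14% ± 1.45 (SD, n = 6) of all counts. The most abundant was mt-Rnr2, from position 1094 to 2675 of the mitochondrial genome of GRCm38, with 13.7% ± 3.7 (SD, n = 6) of the non-rRNA counts. The share of the class was 30.7% ± 2.1 (SD, n = 3) in the isotype samples and 27.5% ± 10.6 (SD, n = 3) in the anti-CD24 samples (exact permutation test, p = 0.7). By replicate pair, it changed by -9.22, 6.43 and -6.86 percentage points (exact sign-flip test, p = 0.5), so no difference between the conditions held within the runs. Leaving out single samples kept the mean over the samples between 27.0% and 31.0%.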

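Protein-coding genes held 17.0% ± 2.5 (SD, n = 3) of the non-rRNA counts in the isotype samples and 8.15% ± 1.15 (SD, n = 3) in the anti-CD24 samples. The shares of the isotype samples were 19.9% (95% Wilson interval 19.4% to 20.4%), 15.6% (15.0% to 16.2%) and 15.5% (15.2% to 15.7%). Those of the anti-CD24 samples were 8.19% (7.98% to 8.40%), 9.29% (9.12% to 9.46%) and 6.99% (6.81% to 7.16%). Every anti-CD24 sample was below every isotype sample, and the exact permutation test gave p = 0.1, the smallest p that 3 samples against 3 allow; adjusted over the 8 RNA classes by Benjamini-Hochberg it was 0.27. The differences in the 3 replicate pairs were -11.7, -6.30 and -8.47 percentage points (exact sign-flip test for the replicate block, p = 0.25, the smallest 3 pairs allow). A limma fit to the log2 share across the 8 classes gave a log2 difference of -1.06 (standard error 0.25, adjusted p = 0.039). With the replicate number as a block, limma's adjusted p was 0.10. As a share of all counts, protein-coding genes held 1.53% ± 0.17 (SD, n = 3) after isotype and 1.00% ± 0.37 (SD, n = 3) after anti-CD24, and the difference of -0.53 percentage points (exact permutation test, p = 0.2) was the value farthest from the main one. Barcode and condition coincide, so their effects cannot be told apart. From the lower share, the paper concludes that CD24 stimulation reduces the protein-coding RNA in EVs.

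**Figure D2:**
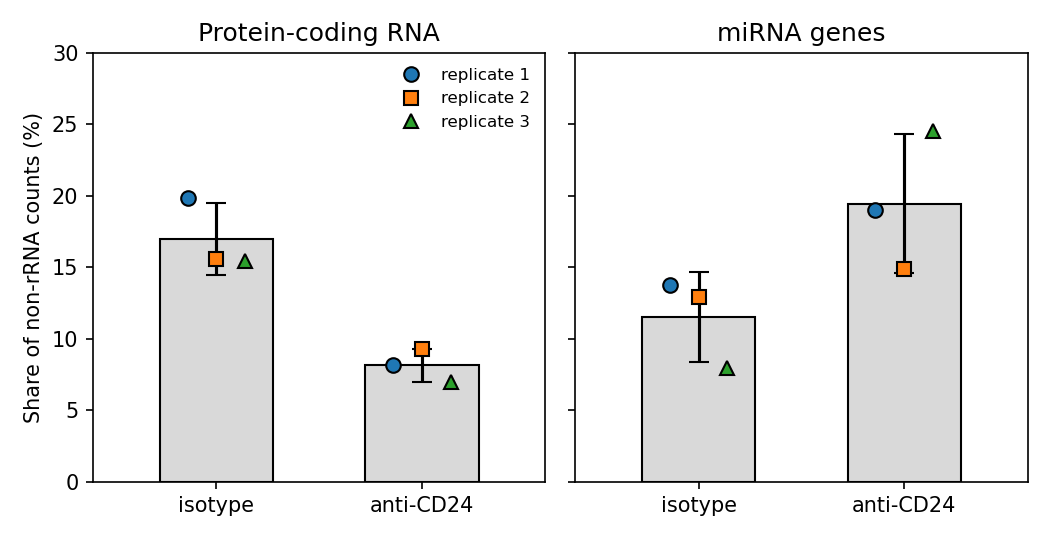
Share of the non-rRNA counts (%) on protein-coding genes (left) and miRNA genes (right) in the isotype and anti-CD24 samples. Bars are means, error bars the SD of 3 replicates, and points single samples marked by replicate number. The protein-coding shares lie between 15.5% and 19.9% after isotype and between 6.99% and 9.29% after anti-CD24, and the miRNA shares between 7.95% and 13.8% and between 14.9% and 24.5%.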

Interestingly, we found a statistically significant decrease in the total number of protein-coding transcripts in EVs from CD24-stimulated cells (p = 0.002). Of the top 50 protein coding transcripts, 14 were mitochondrial genes. 

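When the protein-coding genes were ranked by their mean CPM over the 6 samples, the 50 most abundant included 12 mitochondrially encoded genes and Lars2, a nuclear gene for the mitochondrial leucyl-tRNA synthetase, 13 in all. Lars2 (ENSMUSG00000035202), on chromosome 9 of GRCm38 from 123366927 to 123462666, ranked first with 1222 ± 177 CPM (SD, n = 3) in the isotype samples and 1294 ± 553 CPM (SD, n = 3) in the anti-CD24 samples. Its log2 fold change was 0.32 (standard error 0.73, adjusted p = 0.85 from edgeR's quasi-likelihood test), and 0.26 with the replicate block (adjusted p = 0.99 from that fit). Next came mt-Atp8, with a mean of 669 CPM, Fcgr3 with 656, mt-Co1 with 595 and Zfp260 with 581. The 50 genes held 51.7% ± 13.2 (SD, n = 6) of the protein-coding counts, which numbered 2436 to 10659 per sample. Of the 50, 31 had a count in every sample, and the lowest had 23 counts in the 6 samples together. The paper's supplementary list of 50 holds 13 mitochondrially encoded genes and Lars2, and 27 of its genes were among the 50 found here. Ranking by the median CPM raised the overlap to 30 genes, with 13 mitochondrially encoded genes. Ranking by the counts of anti-CD24 replicate 3 alone, a setting chosen after the order of the paper's list was seen, moved the overlap most, to 48.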

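Genes annotated as miRNA held 11.6% ± 3.2 (SD, n = 3) of the non-rRNA counts in the isotype samples and 19.5% ± 4.8 (SD, n = 3) in the anti-CD24 samples. The samples of the conditions did not overlap, and the difference of 7.91 percentage points had the smallest p possible (exact permutation test, p = 0.1; 0.27 after Benjamini-Hochberg adjustment over 8 classes). The increase was 5.22, 1.93 and 16.6 percentage points in replicate pairs 1, 2 and 3 (exact sign-flip test with the replicate number as a block, p = 0.25, the smallest 3 pairs allow). The limma fit gave a log2 difference of 0.76 (standard error 0.33, adjusted p = 0.16), and with the replicate block an adjusted p of 0.28. Among the counts of these genes, 87.0% ± 8.8 (SD, n = 6) fell on 6 predicted genes of near-identical sequence, 56 to 57 bases long, whose reads the authors' counting could split or repeat. Counting such genes once, a setting chosen after the data were seen, reduced the difference to 4.30 percentage points. As a share of all counts, which changed the size most, the difference was 1.22 percentage points. There the class went from 1.04% ± 0.28 after isotype to 2.26% ± 0.25 after anti-CD24 (SD, n = 3 each). The smaller difference in points comes from the larger denominator, not from a smaller relative rise. Whether reads of 28S rRNA were counted on the miRNA genes was not tested, so the counts of this class may not all come from miRNA. The paper reads the higher share as a trend towards more miRNA in the EVs after CD24 stimulation.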

There was also a trend towards increased abundance of miRNA transcripts in the EVs (p = 0.08) (Fig. 2C). 

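The other 6 classes of non-rRNA counts differed between the conditions by fewer percentage points. Pseudogenes went from 3.29% ± 0.48 (SD, n = 3) after isotype to 2.20% ± 0.18 (SD, n = 3) after anti-CD24 (exact permutation test, p = 0.1; 0.27 after Benjamini-Hochberg adjustment over 8 classes), and were lower in all 3 replicate pairs. The lincRNA share was 25.0% ± 6.8 and 23.9% ± 12.1, the snRNA share 5.46% ± 0.93 and 7.49% ± 4.27, and the snoRNA share 4.37% ± 1.35 and 9.41% ± 10.25, in the same order (SD, n = 3 each). For these, and for the mitochondrial non-coding class, the exact permutation test gave p from 0.4 to 0.8. Processed transcripts held 0.14% ± 0.05 (SD, n = 3) and 0.13% ± 0.09 (SD, n = 3), and the exact permutation test gave p = 0.9. Apart from pseudogenes, these differences lay within the spread of the anti-CD24 replicates, and none went the same way in all 3 replicate pairs. In the limma fit across the 8 classes, 1 class, protein-coding, had an adjusted p under 0.05, and 0 classes did with the replicate block. Leaving out 1 sample at a time gave 1 class without anti-CD24 replicate 2 and 0 classes in every other set. Shares of one total rise when another falls, so the classes are not independent measurements. The paper takes the shift between classes as evidence that the overall distribution of RNA in the EVs changed.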

Even though our analysis did not identify any individual statistically significant differentially expressed transcripts, these data show there are changes in the overall distribution of RNA incorporated into these EVs.

We next performed gene ontology (GO) enrichment analysis on the 50 most abundant protein coding transcripts using ToppFun (Supplemental File 1). These were enriched for 16 Biological Process (BP) terms, 13 Molecular Function (MF) terms and 9 Cellular Component (CC) terms, at a Bonferroni-corrected P-value (q-value) of q = 0.05 (Supplemental File 2). 

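The paper's supplementary enrichment table lists 16 BP, 13 MF and 9 CC terms for its list of 50 genes. In the deposited counts, the 15 genes behind the BP terms, 12 of them mitochondrially encoded, held 13.6% ± 8.0 (SD, n = 3) of the protein-coding counts in the isotype samples and 29.2% ± 18.1 (SD, n = 3) in the anti-CD24 samples (exact permutation test, p = 0.2). The 15 genes behind the MF terms, with the same 12 mitochondrially encoded genes, held 13.6% ± 8.0 and 29.2% ± 18.1 (SD, n = 3 each; exact permutation test, p = 0.2). The 17 genes behind the CC terms, again with 12 mitochondrially encoded, held 21.8% ± 7.9 and 43.8% ± 16.2 (SD, n = 3 each; exact permutation test, p = 0.1, the smallest possible). The shares rose in each replicate pair, for BP by 2.54, 4.03 and 40.3 percentage points and for CC by 18.7, 3.20 and 44.1. Most of the rise was in pair 3 (exact sign-flip test, p = 0.25, the smallest 3 pairs allow). The genes come from the paper's list, which shared 48 genes with the ranking by anti-CD24 replicate 3 alone. A high share in that sample, and so the rise in pair 3, may follow from the choice of genes. These tests cannot separate that choice from the condition. At least 1 mitochondrially encoded gene was among the hits of all 16 BP terms, 12 of the 13 MF terms and all 9 CC terms. The hits were mitochondrially encoded throughout in 11 BP, 10 MF and 3 CC terms. The enrichment itself was not run again.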

Using Revigo, we visualized the associations between GO terms based on their associations to one another (Supplemental Fig. 1). The BP terms belonged to one of two major groups: Electron transport chain and the Generation of precursor metabolites and energy. Similarly, four of the five MF groups belonged to mitochondrial-associated functions: NADH dehydrogenase activity, Hydrogen ion transmembrane transporter activity, Oxioreductase activity, and Electron carrier activity. Finally, the CC terms were primarily associated as Mitochondrial inner membrane, and Respiratory chain. 

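The 13 protein-coding genes of the mitochondrial genome, 12 of which had a count in every sample, held 26.5% ± 17.1 (SD, n = 6) of the protein-coding counts. Their share was 18.9% ± 12.5 (SD, n = 3) in the isotype samples and 34.1% ± 19.9 (SD, n = 3) in the anti-CD24 samples (exact permutation test, p = 0.3). In replicate pair 1 it went from 12.9% to 14.7%, in pair 2 from 33.3% to 33.1% and in pair 3 from 10.4% to 54.5%, so the difference came from pair 3 (exact sign-flip test, p = 0.5). The log2 fold changes of the 13 genes in edgeR's quasi-likelihood fit ran from -0.22 to 1.65, and the lowest adjusted p from that test was 0.55. From the GO terms of the 50 genes, the paper concludes that the protein-coding RNA in the EVs is associated with mitochondrial functions whether or not CD24 is stimulated.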

Overall, these data demonstrate that protein-coding transcripts in EVs released by these B cells are associated with mitochondrial functions, regardless of CD24 stimulation.

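Of the 2207 genes annotated as miRNA, 64 had a count in at least 1 sample. The number with at least 1 count was 20, 18 and 22 in isotype replicates 1, 2 and 3, and 21, 35 and 20 in the anti-CD24 replicates, a mean of 22.7 ± 6.2 (SD, n = 6), and 11 genes were found in all 6 samples. The totals behind these numbers ran from 166129 to 794185 counts. A gene missing from a sample may be absent or not detectable at its depth, which the counts cannot tell apart. With at least 10 counts required, the mean was 9 genes per sample and 6 genes were found in all 6 samples.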

Finally, across the six samples, we found there were on average 22 distinct miRNA transcripts, of which 12 were common to all EVs. 

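Mir6236 (ENSMUSG00000098973), on chromosome 9 of GRCm38 from 110281287 to 110281409, had 383, 115 and 545 counts in the isotype samples and 3550, 1746 and 777 in the anti-CD24 samples. This was 865 ± 280 CPM (SD, n = 3) and 3055 ± 2491 CPM (SD, n = 3). Its log2 fold change was 1.89 (standard error 0.75, adjusted p = 0.49 from edgeR's quasi-likelihood test over 1501 genes), and with the replicate block 1.76 (adjusted p = 0.99 from that fit). Its share of the non-rRNA counts rose in each replicate pair, by 4.12, 0.82 and 0.16 percentage points (exact sign-flip test, p = 0.25). Mir5099 (ENSMUSG00000092998), on chromosome 12 from 36816205 to 36816278, had 12, 10 and 7 counts after isotype and 45, 82 and 18 after anti-CD24, or 35.5 ± 25.6 CPM and 69.2 ± 44.5 CPM (SD, n = 3 each). Its log2 fold change was 1.16 (standard error 0.96, adjusted p = 0.63 from the same test), and with the block 1.28 (adjusted p = 0.99 from that fit). Its share of the non-rRNA counts was higher after anti-CD24 in all 3 pairs. Across the fits that each left out 1 sample, the log2 fold change ran from 1.44 to 2.24 for miR-6236 and from 0.39 to 1.59 for miR-5099. Without anti-CD24 replicate 3, the adjusted p of miR-6236 in edgeR's quasi-likelihood test was 0.048. A source of the miR-6236 counts in 28S rRNA was not tested. The paper describes the increase of both miRNAs as a trend.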

Only two, miR-6236 and miR-5099, were annotated and there was a trend towards increased incorporation in these transcripts in EVs from anti-CD24 stimulated cells (p = 0.09 for both). 

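Of the 11 miRNA genes found in all 6 samples, 2 carry a Mir symbol, Mir6236 with 11.5% ± 8.9 (SD, n = 6) of the miRNA counts and Mir5099 with 0.31% ± 0.17 (SD, n = 6), and 7 carry a symbol of a predicted gene. The most abundant was Gm23935 (ENSMUSG00000076258), on chromosome 16 of GRCm38 from 11144125 to 11144181, with 2732 ± 761 CPM (SD, n = 3) in the isotype samples and 5722 ± 1568 CPM (SD, n = 3) in the anti-CD24 samples, and was higher after anti-CD24 in all 3 replicate pairs. It is 1 of 6 predicted genes whose sequences match each other at 90% identity or more, all found in every sample, so the counts of each are uncertain.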

As the remainder of the common transcripts were unannotated or predicted, no functional enrichment analysis could be performed.

### CD24 stimulation may enrich specific proteins in the EV cargo of WEHI-231 cells

We next used mass spectrometry (MS; specifically, nanoLC-MS/MS) to analyze the protein cargo in Vn96-isolated EVs from both isotype and anti-CD24 stimulated cells. We found that the EVs carried a total of 460 unique proteins, detected at the 2-peptide cut-off level per protein (Supplemental File 1). We found 58 proteins, which mapped to 41 annotated genes, that were common to EVs from both conditions (Supplemental File 1). There was considerable heterogeneity among the EV samples, with no peptides that uniquely distinguished EVs released by isotype-treated cells from anti-CD24 treated cells. However, 79 proteins (mapping to 77 annotated genes) were found in two or more of the anti-CD24 stimulated EVs, but present in only a single EV sample from isotype-treated cells (Supplemental File 1), suggesting these proteins may be preferentially enriched into EVs by CD24. We did not observe the reciprocal effect of peptides preferentially enriched into EVs from isotype-treated cells. Finally, 153 peptides were detected in only one of the 6 replicates, suggesting they are incorporated into B cell EVs at low abundance, or randomly.

We used Toppfun to identify the biological functions of proteins enriched in EVs from CD24-stimulated cells, by identifying their unique GO terms for the 41 common EV proteins. We found that proteins enriched in EVs from CD24-stimulated cells were associated with 41 BP (Fig. 3A), 12 MF (Fig. 3B) and 13 CC terms (Fig. 3C). We identified five major GO associations within the 41 BP, with most terms categorized as Cellular amide metabolism, Macromolecular complex assembly, or Protein localization to nuclear body (Fig. 3A). Similarly, we found three major associations in MF ontologies, with the largest two being Damaged DNA binding and Transferase activity related to one carbon metabolism (Fig. 3B). Finally, the CC terms were primarily categorized as Chaperonin-containing T complex, or other protein-binding complexes (Fig. 3C), which function to regulate protein-protein interactions^21^ and protein folding. Overall, as with the transcript analysis, there was a strong association between EV protein cargo, and mitochondrial or metabolic functions; however, we do find other associations that suggest the regulation of protein localization or protein complexes.

**Figure 3:**
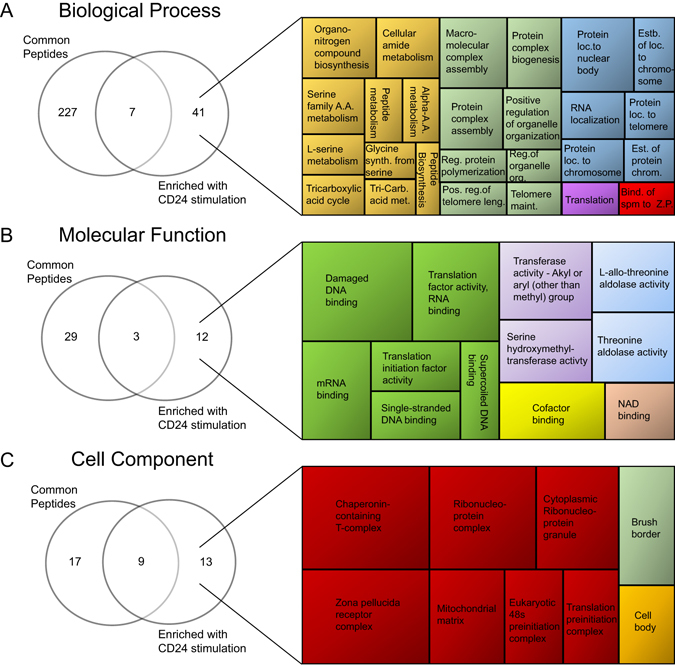
Proteomics analysis suggests that CD24 stimulation causes enrichment of proteins from specific functional categories into MVs. Gene Ontology (GO) enrichment analysis was performed on proteins common to MVs from all 6 isotype and anti-CD24 samples in comparison to the proteins enriched in MVs after 1 h anti-CD24 stimulation (Supplemental File 1). Venn diagrams (left panels) show GO terms associated with all MVs or those associated with the proteins enriched in MVs after anti-CD24 stimulation. The numbers indicate the number of unique GO terms associated with the respective protein lists. Enriched GO terms were visualized by Revigo^70^ (right panels). (**A**) CD24-enriched biological process (BP): Cellular amide metabolism (yellow), macromolecular complex assembly (green) and protein localization to nuclear body (blue). (**B**) CD24-enriched molecular functions (MF): Damaged DNA binding (green), transferase activity (purple) and threonine aldolase activity (blue). (**C**) CD24-enriched cellular component annotations were primarily grouped as chaperonin-containing T-complex (red). A.A. = amino acid, Synth = synthesis, Carb = carboxylic, Reg = regulation, Pos. = positive, Leng. = length, org = organization, Maint = maintenance, Loc = localization, Est = Establishment, Spm = sperm, Z.P = zona pellucida.

We also identified associations with CD24-EV enriched proteins to published proteomics and pathway data (Supplemental File 2). There were significant correlations with four different publications that examine exosome-associated protein cargo from B cells, podocytes, prostrate secretions and urine^22–25^. The most significant pathway associations involved metabolism-related functions, such as carbon metabolism (q = 4.95 × 10^–6^), serine/glycine biosynthesis (q = 3.9 × 10^−4^), TCA cycle (q = 3.9 × 10^−4^) and conversion of glucose to acetyl CoA (q = 3.9 × 10^−4^), supporting the identified associations with mitochondrial-related functions.

To validate the proteomics data, we selected five proteins for Western blot analysis. Owing to the heterogeneity in the MS data, we again selected proteins found in two or more anti-CD24 stimulated EV samples, but present in no more than one sample from isotype-treated cells, with each protein having different biological associations (Table 1). We examined the expression of these proteins in both isotype or anti-CD24 stimulated cell lysates, and their respective Vn96-isolated EVs. Heat Shock Protein (HSP) 90 was used as a loading control, as it is ubiquitously expressed in cells and was present in all six EV samples we analysed by MS.

**Table 1:** Selected proteins from mass spectrometry data for validation by Western blot.

Protein Name	Symbol	Rationale
Heat shock protein 90	HSP90	Ubiquitously expressed in cells, and present in all EVs. Used as Western blot loading control^17^.
Serine hydroxymethyltransferase 2 (mitochondrial)	SHMT2	Enrichment of mitochondrial functions seen in transcriptome and proteomics data^71^
Eukaryotic translation elongation factor 1 gamma	EEF1G	Enrichment of gene transcription/translational processes, and ribosomal elements^72, 73^.
High mobility group box 2	HMGB2	Stress inducible protein and highly orthologous to known CD24-interacting protein HMGB1^46, 47, 74^.
Growth factor receptor bound protein 2	GRB2	Important downstream effector of B cell signaling^75^.

By Western blot, we found that HSP90 is readily detectable and comparably expressed in all cell lysate and EV samples, and does not vary in response to anti-CD24 stimulation (Fig. 4). We easily detected SHMT2, EEF1G, HMGB2 and GRB2 in all cell lysates; however, GRB2 was detectable only at low level. The expression of these proteins in cell lysates was not affected by stimulation (Fig. 4). In contrast with our MS analysis, we observed SHMT2 and EEF1G in EVs from both isotype and anti-CD24 stimulated cells, with no difference in abundance in response to anti-CD24 stimulation. GRB2 was not detected in any EV sample, potentially due to its overall low abundance. Finally, there was considerable heterogeneity in HMGB2 in EVs, with two apparent phenotypes observed. In two replicates, HMGB2 was present in EVs from the anti-CD24 stimulated cells, but absent or minimally present in EVs from isotype stimulated cells, as predicted by MS. However, in three other replicates, HMGB2 was not detected in any EVs.

**Figure 4:**
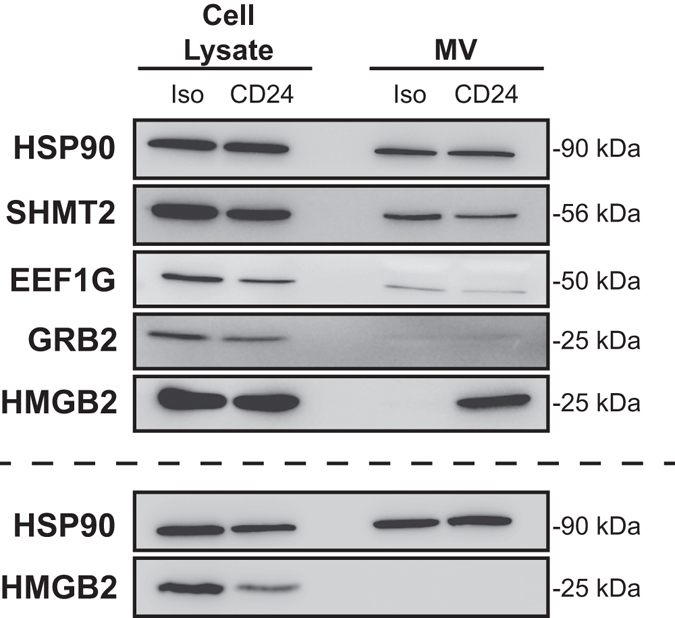
Proteins identified by proteomics analysis of B cell MVs are detectable in both cell lysates and MVs of isotype and anti-CD24 stimulated B cells by Western blot analysis. Cell lysates (5 µg; equivalent to approximately 2.3 × 10^5^ cells) and the corresponding protein from MVs (from 1.0 × 10^6^ cells) were analyzed for expression of SHMT2, EEF1G, GRB2 and HMGB2. HSP90 was used as a loading control after stimulation with isotype (Iso) or anti-CD24 (CD24). n = 5. Two different outcomes were observed for HMGB2, with MVs from CD24 stimulated cells containing high HMGB2 (Upper panels, n = 2) or HMGB2 being low/absent in all vesicles (lower panels n = 3).

Overall, our proteomics analysis suggests that CD24 stimulation may enrich EVs with proteins involved with mitochondrial or metabolic functions. While MS analysis suggests specific protein enrichments following anti-CD24 stimulation, we were unable to confirm these enrichments via Western blot, likely due to differences in the sensitivity between the techniques, and intrinsic heterogeneity between EV samples.

### CD24 stimulation produces EVs with a distinct surface composition

We next examined surface protein expression on cells and EVs by FACS in response CD24 stimulation. Two receptors, Siglec-2 (CD22) and Siglec-G were selected based on their potential in acting as CD24 signaling partners^26–28^. CD63 was selected as a marker of EVs^29^. The B cell receptor (BCR), detected as IgM, is known to share downstream signalling pathways and synergize with CD24^14^. MHC-II was selected as a marker of B cell activation and previous associations with activated B cell exosomes^23^. Finally, Ter119 was selected as a putative negative control as its expression has been shown to be limited to erythroid-lineage cells^30^.

CD24 stimulation causes a statistically significant decrease in the number of CD24+ cells compared to isotype-treated cells after 1 h (Fig. 5A). No effect of stimulation time (1 h vs 2 h) was observed. The number of cells that expressed IgM, MHC-II, Siglec-2 and Siglec-G did not change in response to either Ab stimulation or time (Fig. 5A), while the number of cells expressing CD63 increased significantly in response to CD24 stimulation. We previously established that Ter119 is not expressed on isolated splenic B cells (data not shown) consistent with literature reports^30^, but unexpectedly, we found that it is expressed on WEHI-231 cells. Furthermore, significantly more cells express Ter119 in response to anti-CD24 stimulation.

**Figure 5:**
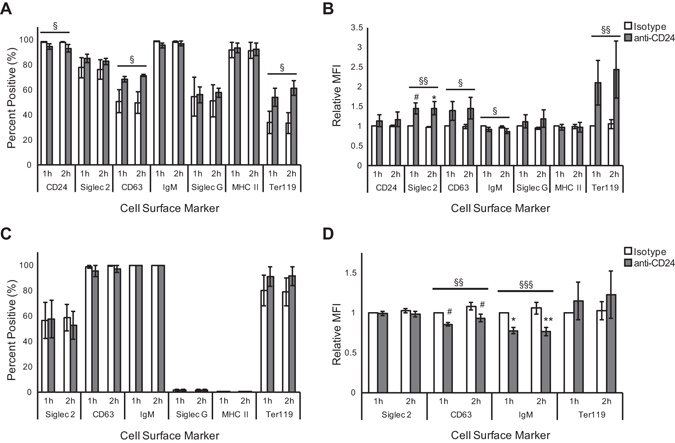
CD24 stimulation induces the formation of a unique B cell MV surface phenotype that does not reflect the cells from which they are released. Cells (**A**,**B**) and MVs (**C**,**D**) were analyzed for their expression of the indicated cell surface markers. Data are shown as mean ± SEM at 1 h or 2 h stimulation with either isotype or anti-CD24 Ab. n = 3–4. Cells or CD24-bearing MVs bound to beads were assessed for the percentage of (**A**) cells or (**C**) MVs positive for the individual markers, and (B/D) their relative mean fluorescent intensities (MFI). Significant differences were assessed by two-way ANOVA followed by Tukey post-hoc, if significant. Main effect of stimulation: ^§^P < 0.05, ^§§^P < 0.01. Significant changes compared to time-matched control: ^#^P < 0.1, *P < 0.05, **P < 0.01. Non-statistically significant changes have no indicators.

There were also statistically significant changes in the relative abundance (measured by mean fluorescent intensity; MFI) of Siglec-2, CD63, Ter119 and IgM on the cell surface in response to anti-CD24 stimulation (Fig. 5B). The relative MFI of Siglec-2 and CD63 each increased by 1.4-fold at 1 h and 2 h post-stimulation. There was a 2.1-fold increase in Ter119 after 1 h, and a 2.4-fold increase after 2 h of CD24 stimulation. In contrast, there was a slight, but significant decrease in the relative MFI of IgM, as anti-CD24-stimulated cells had a relative MFI of 0.91 after 1 h and 0.87 after 2 h, compared with isotype-treated controls. Overall, the changes in MFI were due to the stimulation of CD24, but were independent of stimulation duration.

We have shown previously that EVs can transfer CD24 protein between cells^15^. Therefore, we analyzed the expression of the same proteins as above on the population of immunoaffinity-isolated, CD24+ EVs to determine if the surface composition differs in this population of EVs. This strategy also improves the detection of proteins on the overall EV population, as all EVs are measured even if they are too small to be analyzed by FACS.

We found that there were no statistically significant differences at 1 h or 2 h in the number of beads positive for IgM, Siglec-2, CD63 or Ter119 EVs from isotype or anti-CD24-stimulated cells (Fig. 5c). Essentially 100% of beads were positive for IgM (99.9 ± 0.1 %) and CD63 (97.7 ± 2.1%); however, only 56.3 ± 12.6% of the beads were positive for Siglec-2. While 79.4% of beads with EVs from isotype-stimulated cells and 91.2% of beads with EVs from anti-CD24-stimulated cells were positive for Ter119, this difference was not statistically significant. Surprisingly, we were unable to detect EVs containing Siglec-G or MHC-II from either condition, despite cells being positive for both.

While cells showed an increase in the MFI of Siglec-2 in response to anti-CD24 stimulation, no difference was observed in EVs (Fig. 5d), The MFI of CD63 on cells increased after anti-CD24 stimulation, which was opposite to the statistically significant decrease in CD63 MFI on the EVs at 1 and 2 h. Finally, we found that anti-CD24 stimulation induced significant decreases in the MFI of IgM on bead-captured EVs, which was similar in direction but not magnitude to the change seen with the cells.

Overall, we found that anti-CD24 stimulation can induce significant effects on the surface composition of cells and EVs. Furthermore, we found that select surface receptors are excluded from EVs, irrespective of cell stimulation, demonstrating that the membrane components of EVs do not necessarily reflect the bulk cell surface, but can be selected for via an unknown process.

## Discussion

Cells produce a variety of different extracellular vesicle subtypes, defined in part through their mechanism of biogenesis, and in part based on their morphology and composition^1^. As such, there is considerable overlap between population definitions, and no “gold-standard” exists to delineate vesicle sub-groups^31^. We have therefore followed recommendations to examine multiple EV components, including their RNA, representative membrane, cytosolic and intracellular proteins, as well as overall morphology to define the EV subtype we have isolated in this study^31^.

First, our analysis of the RNA and protein cargo carried by these B cell EVs is more consistent with reports on MVs rather than exosomes. While RNA profiling is relatively new for EVs, the RNA cargo carried by the EVs described here resembles that of MVs, but not exosomes or apoptotic bodies^18^. Specifically, the lack of 18S and 28S rRNA in the Bioanalyzer analysis, and confirmed by sequencing analyses, and the shorter length of the RNA transcripts is more consistent with MVs than with apoptotic bodies, or exosomes^18^. In the protein cargo, we identified the presence of several HSPs, including HSP90, and exploited the presence of membrane-integral HSPs to isolate EVs using the Vn96 peptide^17^. While HSPs are considered pan-EV markers in that they are present in most, if not all EVs, HSP90B1 has been reported to be under-represented in exosomes but present in other EV species^31^. Our proteomics analysis revealed that HSP90B1 is common to all EVs, regardless of condition. Our MS analysis also identified other proteins associated with intracellular compartments under-represented in exosomes, such as Calreticulin from the endoplasmic reticulum and Histone cluster 1h4a, providing further support that the EV population is not primarily composed of exosomes^31^.

Secondly, we detected the presence of several integral membrane cell surface receptors, including Siglec-2, IgM, and CD63 by FACS. While CD63 was previously considered an exosome marker, it is now appreciated that different EV species share compositional overlaps, and that this marker is not likely to be exclusive to exosomes^1, 32^. We also identified the presence of phosphatidylserine (PS) via Annexin V-staining, which is typically associated with MVs rather than exosomes^33^. We also found that these EVs lack MHC-II, known to be present on exosomes from activated B cells^23^.

Finally, through multiple techniques, including TEM, NTA and our previous FACS analysis, we have established that the EVs described here range in size from 70 nm to 170 nm. This size is on the larger end of sizes reported for exosomes, but in line with reports on MVs^2^. Our previous analysis suggested the EVs released from WEHI-231 cells in response to CD24 are plasma membrane derived (as are MVs) as there was no evidence of multivesicular body formation^15^. Taken together, these data strongly support that the majority of the EV population in this case is primarily comprised of MVs, and not exosomes or apoptotic bodies, and that CD24 stimulation promotes the genesis of additional phosphatidylserine-positive MVs.

Within the cargo of these MVs, we observed considerable variability in MV RNA and protein composition. Our investigation suggests WEHI-231 B cells produce MVs with a spectrum of compositions following isotype and CD24 stimulation (Fig. 6). There are several potential reasons for this variability. First, vesicle packaging is limited by available lumen area. The interior space of exosomes (or similarly sized MVs such as described here) is calculated to be 20 nm to 90 nm^3^ ^34^. Thus, RNA and proteins compete for limited space. Our measurements of MV RNA, averaging under 5 ng of total RNA per isolation (data not shown), agree with other assessments and indicate that these MVs package very few transcripts per vesicle^35^. Thus, small differences in packaging, or skewing towards increased protein inclusion will lead to increased heterogeneity.

**Figure 6:**
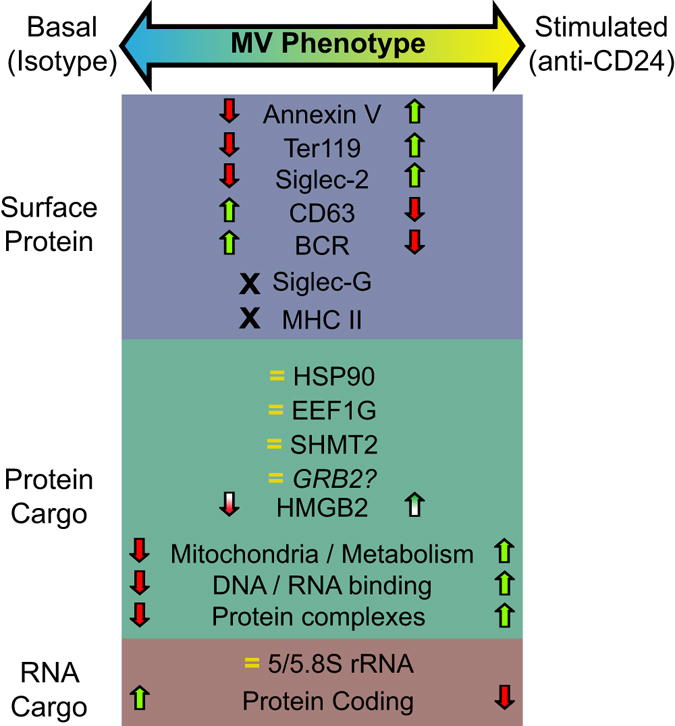
Summary diagram of the cargo and surface composition of MVs from isotype or CD24 stimulated cells. The differences in surface protein, luminal protein, and RNA transcriptome between basal and CD24 induced MVs are shown. No change indicated by=, absence indicated by X, a significant change indicated by arrows where arrows coloured with a gradient indicate a variable difference in abundance as detected by Western blot.

Secondly, cells can produce multiple vesicle populations simultaneously^32^, which may increase the variability of cargo observed when isolating total EV populations, as was performed here. This results in a heterogeneous release of differing cargo among EVs. For example, the colon cancer cell line LIM1863 simultaneously releases at least three distinct EV sub-populations that have a mosaic of common, and EV-subtype unique, miRNAs^36^. In addition, EV cargo sorting is non-binary and exists as a spectrum of efficiencies^37, 38^. Furthermore, EV subpopulations can be extensively variable in terms of their cargo (i.e. protease subunit inclusion), surface composition (such as phosphatidylserine inclusion), or the presence or absence of organelles^39^.

Studies using methods that select for a single EV sub-population (such as differential centrifugation, sucrose gradient floatation, or size-exclusion filtration) may exclude some EV populations and thus underestimate total EV cargo complexity. Additionally, the use of larger sample volumes^16, 40^ or highly enriched cell culture supernatants^16^ may also underestimate heterogeneity by reporting the dominant cargo species rather than capturing the population heterogeneity. In comparison, our analysis was on a small number of cells in a low volume of media with short duration of stimulation.

Finally, we detected the presence of HSPs, which can participate in protein degradation^41–43^, and multiple proteasome sub-units in all six of our MV samples. This suggests that these MVs may contain proteolytically active components, which could result in the degradation of packaged vesicle proteins. Moreover, this may explain our inability to detect some proteins by Western blot that were detected by MS, which relies on measurement of peptide fragments and not intact proteins.

The RNA cargo within the WEHI-231 B cell MVs was primarily composed of 5.8S and 5S rRNA. Since we did not detect the presence of 18S or 28S rRNA by Bioanalyzer or by sequencing, we believe that these MVs do not carry these components. This agrees with other MV analyses from human HMC-1 mast cells and mouse BV-2 microglia cells, which also lack 18S and 28S rRNA^18^. It is unknown what the functional consequence of this apparent differential selection of rRNA species may be.

These MVs also carry protein-coding transcripts from both nuclear and mitochondrial genes, with the majority encoding components of the electron transport chain; however, we did not identify any differentially included transcripts in response to CD24 stimulation. We did observe a reduction in the overall abundance of protein coding RNA and a trend towards increased miRNA incorporation following stimulation. Only two of the miRNAs were annotated: miR-6236 and miR-5099. There is little information on the function of these miRNAs; however, miR-5099 expression is associated with B cell development^44^ and binding to Argonaut, which is a key component in miRNA-induced RNA silencing in helper T cells^45^. Overall, the purpose of these transcripts and compositional changes in B cell MVs are unknown and may therefore be of interest in future studies on the biological function of these MVs.

Our proteomics analysis also suggested that CD24 may affect the protein cargo carried by WEHI-231 B cell MVs. We found there were 41 unique proteins, identified by MS, carried in all six MV samples. A substantial number of these were canonical HSPs, which is expected as the Vn96 peptide-mediated capture of EVs is known to depend at least partially on binding to HSPs, which are known to be enriched in EVs^1, 17^. As discussed above, a second major group of proteins identified in all six MV samples belong to the proteasome complex involved in protein degradation. While there were no unique proteins associated with MVs released following CD24 stimulation, there were 77 proteins identified as selectively enriched in at least 2 of 3 anti-CD24 stimulated MV samples.

Many proteins enriched in MVs from CD24 stimulated cells are involved in RNA shuttling, processing or stability. These include the KH-type splicing regulatory protein (Khsrp), Karyopherin (Importin) β-1 (Kpnb1), Ran binding protein 1 (Ranbp1), Heterogenous nuclear ribonucleoprotein A2/B1 (Hnrpa2b1), Poly(A) binding protein, cytoplasmic 1 (Pabpc1), and Poly(rC) binding protein 1 (PCBP1). These enriched proteins, along with the loss of protein coding mRNA and a trend towards increasing miRNA incorporation into MVs from CD24-stimulated cells, suggest a mechanism by which select miRNA transcripts could be enriched in MVs and influence recipient cell behaviour through their MV-mediated delivery and subsequent effect on the gene expression profile of the recipient cells. Future studies are planned to examine how the RNA and protein cargoes of these MVs could influence recipient cell behaviour.

When we attempted to validate the CD24-mediated changes in protein cargo using four different proteins, representing different biological functions, we found that while all the proteins were present in the cells, only EEF1G, SHMT2, and HMGB2, but not GRB2, were detectable in the EVs; however, the abundance of EEF1G and SHMT2 is not altered with CD24 stimulation. Interestingly, we found that HMGB2 had variable inclusion into MVs from CD24-stimulated cells, with it being highly enriched in MVs in response to CD24-stimulation in two biological replicates, but undetectable in MVs in additional replicates, regardless of the stimulation. We do not believe that this is a technical error, as other MV proteins (such as HSP90) were easily detected in the same replicate and there were very high levels of HMGB2 when it was detected. HMGB2 is closely related to HMGB1 and HMGB3, which are danger-associated molecular patterns that act in response to cellular stress^46, 47^. Thus, we believe that there may be an additional stress event, which we have not yet identified, that allow HMGB2 to be released in response to CD24 stimulation. Studies are ongoing to identify additional signals that regulate HMGB2 release.

Overall, regardless of stimulation, a significant contribution to the MV RNA and protein cargo was related to mitochondrial components and functions. This included mitochondrial transcripts and proteins involved in metabolite generation and electron transport activity. We therefore propose these MVs, regardless of CD24 stimulation, are associated with proper mitochondrial maintenance. As with other cancers, B cell leukemia or lymphoma cells (such as WEHI-231 cells used here) show increased markers of oxidative stress and reactive oxygen species (ROS) formation^48^. Increased ROS production can negatively affect cell viability, leading to increased caspase activation, and ultimately cell death^49^. As CD24 stimulation in B cells also results in caspase activation leading to apoptosis^13^, the additional stress from CD24 stimulation may compound the challenge of dealing with ROS in these cells. Thus, the release of mitochondria components in WEHI-231 B cell MVs, and the enrichment of these components following CD24 stimulation, may act as a mechanism to regulate mitochondrial health. This is consistent with a recently-described process termed mitoptosis, which involves the selective sequestering, destruction and disposal of dysfunctional mitochondria to mitigate ROS stress and preserve cell viability^50^. During mitoptosis, these dysfunctional mitochondria may be selectively discarded through plasma membrane blebbing (such as occurs in MV formation) in vesicles 50 nm to 200 nm in size^50^. Therefore, the association we report here between CD24 stimulation and an increase in the release of MVs enriched in mitochondrial components and cell stress markers (like HMGB2) may be related to mitoptosis, or a similar process, to regulate cell health and viability. Future studies on the association between CD24-stimulated B cell EV release and B cell health will be necessary to examine this possibility. As B cell development and activation is delineated into many distinct sub-types, with differing levels of CD24 expression, it will be important to determine how different B cell developmental stages, or even disease states, respond to CD24 stimulation with respect to EV generation.

Despite the variability in RNA and protein cargo, we observed clear phenotypic differences with respect to the cell surface receptor composition of cells and EVs, and that CD24 can induce specific changes to this composition. Approximately 50% of cells were positive for Siglec-G, regardless of stimulation, and all were positive for MHC-II; however, MVs carried neither protein. As both these proteins are integral membrane proteins, they must be excluded from the membrane domain from which MVs are released. In addition, following CD24 stimulation, cells increased their relative expression of Siglec-2 (CD22) but this was not reflected in the MVs. Similarly, CD24-stimulation caused an increase in the percentage of cells expressing CD63 from approximately 50% to 68.3% at 1 h and to 71.5% at 2 h, as well as increasing its relative abundance. In contrast, nearly 100% of the MV populations from both conditions expressed CD63, and CD24 stimulation caused a *decrease* in the relative abundance of CD63 carried by MVs. These observations clearly demonstrate that MVs are not merely representative of the cells from which they originate, and that aspects of their surface composition must be regulated during formation.

The release of exosomes by B cells is associated with their activation during immune signalling^51, 52^. Our analysis suggests the MVs isolated here are not related to WEHI-231 B cell activation. First, B cell activation requires BCR stimulation, which was not performed here. Also, Siglec-2 is antagonistic to BCR signalling^53^, thus the observed increase in Siglec-2 expression would be expected to inhibit BCR signalling. Additionally, B cell exosomes carry antigen-presenting MHC-II^23^ whereas we found no MHC-II expression on the MVs captured. Therefore, the distinct surface composition, as well as the abundance of mitochondrial contents, argues these MVs are formed and released to perform a distinct function compared with exosomes released during B cell activation. The functional consequences of these compositional differences are unknown, but will likely be an important consideration in understanding the function of exosomes compared to MVs.

While it is now clear that CD24 can induce changes in WEHI-231 B cell MV composition, a functional role of CD24 itself has yet to be identified. Several studies propose that CD24 may be useful as a marker of EVs^16, 17^; however, its function has not been elucidated. One potential role may be to mediate cell-MV recognition to promote uptake by recipient cells, since CD24 can also mediate cell adhesion events through cell-specific ligands, such as selectins^54–56^. It was recently shown that Siglec-1 (CD169) is required for exosome capture by macrophages and apoptotic vesicle recognition by immune cells through binding to proteins modified with α2,3 sialic acid on the surface of EVs^57, 58^. CD24 is also modified by the addition of α2,3- and α2,6 sialic acids, thus it is possible that the α2,3 and/or α2,6 sialic acids on CD24 promote interaction of EVs with Siglec-expressing cells. Siglec-G, which is structurally similar to Siglec-1^27, 59^, was retained on the B cell surface rather than incorporated into their MVs, suggesting that B cells may be selectively retaining receptors capable of interacting with these CD24-bearing MVs.

The ability of CD24 to promote MV cargo composition changes likely affects the function of these MVs, and the specific changes in surface receptors on the MVs may influence their intended extracellular targets. Compositionally, the mitochondrial cargo carried by these MVs, and potentially enriched by CD24, suggest they may have a role in regulating mitochondrial health or stress. This study represents the first comprehensive analysis of EVs released following CD24 stimulation. Future studies will be needed to determine if EV heterogeneity and CD24-mediated regulation of EV surface protein composition is generalizable to other B cell lymphomas, healthy B cells, or other CD24-expressing cells.

## Materials and Methods

### Cell Culture

Cell culture materials were obtained from Thermo Fisher Scientific (San Jose, CA) unless otherwise indicated. The WEHI-231 pre-B cell lymphoma cell line (ATCC; Manassas, VA) was maintained in RPMI 1640 media supplemented with 10% heat-inactivated fetal bovine serum (FBS), 1% penicillin and streptomycin, 1 % sodium pyruvate and 0.1% β-mercaptoethanol (RPMI complete) at 37 °C and 5% CO_2_.

### EV Production

#### Vesicle-free media

Two aliquots of RPMI complete media were prepared as described^60^, with the following changes: 20% heat-inactivated FBS (RPMI-20%) was centrifuged at 100,000 × g for 18 h at 4 °C in an SW-28 rotor (Beckman Coulter, Brea, CA) to deplete endogenous vesicles from the FBS, and filtered through a 0.22 µm filter and stored at 4 °C. Vesicle-free RPMI for culturing was prepared by mixing equal volumes of vesicle-free RPMI-20% and FBS-free RPMI-complete media.

#### Stimulation of EV production

For stimulation and vesicle collection, 5.0 × 10^5^ WEHI-231 cells were removed from RPMI-complete, washed 1X in vesicle-free RPMI, re-plated in 1 mL vesicle-free media and rested for 5 min at 37 °C. Cells were then stimulated at 37 °C with either 10 µg/mL functional grade primary (1°) isotype control Ab (cat no. 16-4031-85) or M1/69 rat anti-mouse CD24 Ab (cat no. 16-0242-85) from eBioscience (San Diego, CA), which had been pre-incubated with 5 µg/ml goat anti-rat secondary (2°) Ab (Jackson ImmunoResearch; West Grove, PA) for 10 min at room temperature. Either unconjugated (cat no. 112-005-003) or biotinylated (112-065-003) 2° Ab was used depending on the subsequent analysis. These stimulations are referred to as isotype and anti-CD24, respectively. Isotype antibody has previously been demonstrated to not bind to WEHI-231 cells^15^ and is used in place of an unstimulated control.

### Nanoparticle Tracking Analysis

WEHI-231 cells were stimulated as described using biotinylated 2° Ab to remain consistent with previous Ab stimulations. Following stimulation, the cells were centrifuged at 500 × g for 5 min to pellet cells and then centrifuged at 2000 × g for 5 min to pellet cell debris and larger vesicles. Conditioned media from isotype-treated or anti-CD24-treated WEHI-231 cells were diluted 1:25 in 0.1-μm-filtered PBS and immediately analyzed on an LM10 Nanosight system with software version 3.2 (Malvern; UK). Five videos of 30 sec each were acquired using camera level 15 for all samples as well as a background media control. The quintuplicate videos for each sample were batch analyzed using a detection threshold of 10. Mean number of particles/ml for each batch was used to estimate the original concentration.

### Isolation of Extracellular Vesicles (EVs)

#### Immunoaffinity isolation

WEHI-231 cells were stimulated as described using biotinylated 2° Ab. Following stimulation, the cells were centrifuged at 500 × g for 5 min to pellet cells. Cells were stained for FACS as described below as needed. Supernatant containing vesicles was then centrifuged at 2000 × g for 5 min to pellet cell debris and larger vesicles. Protease and phosphatase inhibitors (1 mM phenylmethylsulfonyl fluoride (PMSF; Sigma-Aldrich, St. Louis MO), 1 mM sodium orthovanadate (Sigma-Aldrich) and 1 µM aprotinin (Sigma-Aldrich)) were added to the supernatant. Anti-CD24 M1/69 (10 µg/mL) and biotinylated 2° Ab (5 µg/mL) were added to supernatant from istotype-treated cells. Supernatant (1 ml) was then incubated with 2.2 × 10^6^ streptavidin-coated magnetic beads (average diameter 4.0 µm; Spherotech; Chicago IL) pre-blocked in 5% bovine serum albumin (BSA) in phosphate-buffered saline (PBS) with rotation, overnight at 4 °C. Beads and the bound EVs were then isolated using an EasySep magnetic separation system (StemCell; Vancouver, Canada) followed by FACS analysis (see below).

#### Vn96 peptide-based isolation

WEHI-231 cells were stimulated as described using unconjugated 2° Ab. Supernatant (1 ml) and cells were collected, centrifuged and treated with protease inhibitors as above. Vn96 peptide (22.5 µg) was suspended in 9 µL ME-buffer (New England Peptide; Gardner MA) and added to approximately 750 µL of cleared supernatant. Vn96 was incubated with supernatant with rotation, overnight at room temperature. Vn96 with bound EVs was pelleted by centrifugation at 17,000 × g for 15 min at room temperature, producing a translucent pellet, following the manufacturer’s instructions. No pellet was produced from the supernatant in the absence of Vn96. The pellet was further enriched for EVs by adding a second aliquot (750 µL) of vesicle-containing RPMI-media, followed by disrupting the pellet using a 1000-µL pipette and incubating with rotation for 1 h at room temperature. Vn96-EV were isolated again by centrifugation at 17,000 × g for 15 min. Pellets were washed once in 0.1 µm-filtered PBS and centrifuged at 16,000 × g for 10 min. Vn96-EV pellets were resuspended in buffers appropriate for the subsequent analysis as described below.

### Transmission Electron Microscopy

EVs were isolated using Vn96 from supernatant from isotype and anti-CD24 treated cells as described above. Two 750-µL aliquots of vesicle-containing media were pooled for each Vn96 pull-down. Pellets were resuspended in 20 µL of PBS and MV were dispersed by digestion overnight with 25 µg proteinase K enzyme^17^ at 37 °C. The digested samples were centrifuged at 17,000 × g for 15 min to remove undigested Vn96-EV material. Dispersed EV (10 μl) were placed on formvar-carbon electron microscope grids (Canemco; Montreal, Canada) and allowed to dry for 30 min. Grids were floated sample-side down pyrogen-free water. Grids were then fixed with 3.7% paraformaldehyde for 15 min, followed by two washes with water by flotation. Grids were contrasted with 2% uranyl acetate (w/v), followed by one additional water wash. All solutions were filtered using 0.1-µm syringe filters (4611; Pall Corp; Port Washington, NY). Dried grids were then viewed using a Tecnai Biotwin Transmission Electron Microscope (TEM) (FEI; Hillsboro OR). Images were captured using an XR-41 camera with an AMT capture engine V602 (Advanced Microscopy Techniques; Woburn, MA).

### Transcriptome Analysis

#### RNA sequencing

All sequencing materials and equipment are from Thermo Fisher Scientific unless otherwise noted. Vn96-EV pellets were resuspended in 1 mL of TRIzol reagent. Following RNA extraction, RNA quantity was measured by Nanodrop spectrophotometer (Thermo Fisher Scientific). RNA samples were then assessed using the Agilent Bioanalyzer with the RNA 6000 Pico kit (Agilent; Santa Clara CA). Using RNA concentration values from the Bioanalyzer, samples were prepared for sequencing on the IonTorrent PGM per the manufacturer’s protocol. In brief, all recovered MV RNA was concentrated to 3 µL by vacuum centrifugation. Library preparation was performed, without RNA fragmentation, following the guidelines for the IonTotal RNA-Seq Kit v2. Barcode adapters were used in the cDNA amplification process to differentiate isotype (barcode 1) from anti-CD24 (barcode 2) stimulated cells. Amplified cDNA was enriched using the Ion PGM Template OT2 200 Kit and the Ion OneTouch 2 System. Library density on the IonSphere particles was assessed via Qubit (Thermo Fisher Scientific) fluorometric quantitation. Libraries were then loaded onto an IonTorrent 316 v2 Chip and sequenced for 550 reads.

#### Bioinformatics analysis

IonTorrent transcript read counts were pre-processed as per Anders *et al*. (2013). For quality control checks, we used the FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Read trimming was performed with the FastQ quality trimmer as part of the FASTX toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) using the parameters –Q 33, -t 22, -I 28. Read mapping was performed by tmap with parameters –B 18, -a 2, -v stage 1, map1, map2, map3. For feature counting, we used the ht-seq-count script available in the HTSeq framework (version 0.5.4p5) with parameters–mode = union–stranded = yes–type = exon–idattr = gene_id -a 0 and the genome annotation downloaded from Ensembl (dataset mmusculus_gene_ensembl, release GRCm38.p5)^61^. Analysis of sequencing data was performed using R 3.3.1^62^ accessed by RStudio 0.99.902^63^. RNA annotation was performed using BioMart^19^. Differential gene expression analysis was performed using edgeR following the protocol describe in Anders, *et al*.^61, 64^ with Counts Per Million filters of 1.0 in 3 or more replicates.

### Proteomics

#### Protein separation and in-gel tryptic digests

The EV-Vn96 complexes (pellets) were re-suspended in 25 μL of PBS followed by addition of 2X Laemmli buffer containing β-mercaptoethanol (Biorad; Hercules CA), heated for 5 min at 95 °C and then stored at −20 °C. Protein mixtures (45 μL) were separated on a 10% SDS-PAGE gel and visualized with Coomassie EZBlue stain (Sigma-Aldrich). Each gel lane was excised into 12 bands that were distributed into individual micro-centrifuge tubes for tryptic digestion. Each of the bands was sequentially treated with 10 mM dithiothreitol (Sigma-Aldrich) and 25 mM iodoacetic acid (Sigma-Aldrich) to reduce internal disulfide bonds and alkylate free cysteine residues, respectively. Fifty μL of a 10 ng/μL solution of modified trypsin (Promega; Madison, WI) in 100 mM ammonium bicarbonate (Sigma-Aldrich) was added to each tube for overnight enzymatic digestion. The extraction of peptides was achieved using 50% acetonitrile (VWR; Mississauga, ON) containing 5% acetic acid (Sigma-Aldrich,). The total volume of each sample was reduced by vacuum centrifugation to approximately 45 μL, adjusted to 1% acetic acid and stored at −80 °C.

#### Offline C-18 solid-phase extraction

Peptide extracts were prepared for offline C-18 clean-up by adding 2% formic acid (Sigma-Aldrich)/20% ACN to each sample at a ratio of 1:3. C-18 mini spin-filter cartridges (Canadian Life Science; Peterborough, ON) were initially activated with 50% ACN and then equilibrated with a 0.5% formic acid/5% ACN solution. Extracted protein digests were bound to the C-18 resin, washed with 0.5% formic acid/5% ACN, and eluted from each filter with a 70% ACN solution. Sample volumes were then reduced by vacuum centrifugation to 45 μL and adjusted to 0.1% aqueous formic acid.

#### Mass spectrometry analysis

Mass spectrometric protein identification data were analyzed using Proteome Discoverer version 1.4 (Thermo-Fisher Scientific) employing the SEQUEST scoring algorithm^65^. FASTA databases were obtained from Uniprot^66^ for *Mus musculus* (44,435 kb) and from the Global Proteome Machine for contaminants using the contaminant repository for affinity purification (cRAP) entries (41 kb)^67^.

Peptide identifications were accepted if they could be established at greater than 95.0% probability by the Scaffold Local FDR algorithm^68^. Protein identifications were accepted if they could be established at greater than 99.0% probability and contained at least 2 unique identified peptides. Protein probabilities were assigned by the Protein Prophet algorithm^68^. Proteins that contained identical peptides were grouped to satisfy the principles of parsimony.

### Ontology Enrichment Bioinformatic Analysis

Transcriptomics and proteomics data were assessed to identify enriched gene ontologies (GO) using the ToppFun program in the ToppGene suit^69^ using official gene symbols. P-values were obtained using the probability density function. Bonferroni multiple testing correction (q-value) was performed and results were reported with q < 0.05. Association analysis was performed using default settings. The proteomics GO terms for common and CD24-enriched MV proteins were compared using the Venn diagram tool from the Bioinformatics Institute Ghent (http://bioinformatics.psb.ugent.be/webtools/Venn/). GO terms were grouped into common categories using the online Revigo tool^70^ using the associated Bonferroni FDR values from Toppfun. Ontology semantic similarity was measured using the SimRel function (Revigo default).

### Western Blotting

#### Cells

Cells were stimulated with either isotype or anti-CD24 Ab for 1 h. Cells were pelleted and resuspended in 100 µL of Tris-based RIPA lysis buffer (50 mM Tris-HCl; pH 7.6, 0.02% sodium azide, 0.5% sodium deoxycholate, 0.1% SDS, 150 mM NaCl) supplemented with 1 mM PMSF (Sigma-Aldrich), 1X HALT protease inhibitor cocktail (Thermo Fisher Scientific) and 1 µM aprotinin (Sigma-Aldrich). Cells were lysed for 10 min on ice, then centrifuged at 17,000 × g for 10 min to pellet cell debris. Protein was quantified with the Bicinchoninic Acid Protein Assay (Thermo Fisher Scientific) per the manufacturer’s protocol. Cell lysates were then prepared in SDS sample buffer (62.5 mM Tris base, 2% glycerol, 2.3% SDS, 100 mM dithiothreitol, 0.02% bromophenol blue, pH 6.8) and boiled for 5 min. Protein (5 μg) was loaded onto a 12% SDS-PAGE gel followed by transfer to nitrocellulose membrane. Blocking was performed using 5% (w/v) skim milk in TBST. Anti-mouse Ab were diluted in tris-buffered saline with 0.05% Tween-20 (TBST) + 5% BSA as follows: 1:1000 HSP90α/β (SC-13119; Santa Cruz; Santa Cruz CA), 1:750 SHMT2 (12762 S; Cell Signaling Technology; Danvers, MA), 1:1500 EEF1G (ab72368; Abcam; San Francisco CA), 1:1000 GRB2 (3972S; Cell Signaling Technology) and 1:1500 HMGB2 (14163S; Cell Signaling Technology). HSP90 was detected using goat-anti-mouse IgG (SC-2005; Santa Cruz) and all others were detected using goat-anti-rabbit IgG (SC-2004; Santa Cruz) Secondary antibodies were diluted 1:2000 in TBST + 5% BSA. Immobilon Western chemiluminescent horse radish peroxidase substrate (Millipore; Billerica MA) was used for detection. Images were acquired using the AlphaImager Gel documentation system with FluorChem HD2, v3.4.0 (Protein Simple; San Jose CA). Image manipulation was limited to adjusting brightness and contrast to the entire image.

#### Extracellular vesicles

EVs were isolated using Vn96 from isotype and anti-CD24 Ab treated cells as described above. Two 1-mL aliquots of vesicle-containing media were pooled for each Vn96 pull-down representing the total 1 h vesicle production from 1.0 × 10^6^ cells. Vn96-EV pellets were dissolved in SDS loading buffer and boiled for 5 min. Half of each Vn96-EV sample was loaded onto each 12% SDS-PAGE gel. Proteins were transferred, probed and detected as described for cells.

### Flow Cytometry

A FACSAria II SORP cell sorter was used to collect flow cytometry (FACS) data using FACSDiva v8.0 software (BD Biosciences; San Jose CA), at the Cold-Ocean Deep-Sea Research Facility (Memorial University of Newfoundland). Data analysis was performed using FlowJo v10.0.5 (Tree Star; Ashland, OR.). All reagents were from eBioscience (San Diego, CA) and are rat anti-mouse antibodies, unless otherwise stated. Colour compensation was performed using single-stained OneComp beads (01–1111) with all fluorophores. Cells were stimulated to produce EVs as described above using 1° Ab pre-incubated with biotinylated 2° Ab. Isotype or anti-CD24-treated cells were stained with 0.5 µg M1/69 CD24-FITC (11–0242) or Streptavidin-FITC (11–4317), respectively. All cells were stained with 1.25 µg Siglec-2-PE (126111; Biolegend; San Diego CA), 0.625 µg CD63 PerCP-eFluor710 (46–0631), 1.25 µg IgM PE-Cy7 (25–5790), 0.625 µg Siglec-G APC (17–5833), MHC-II (I-A/I-E) Alexa Fluor 700 (56–5321), and 0.625 µg Ter119 APC-eFluor780 (47–5921). Matching isotype Ab controls were used to confirm the absence of non-specific Ab binding and to set thresholds. Captured MVs were stained with the same fluorophores except with 5 µL Annexin V Alexa488 (Thermo Fisher Scientific) instead of anti-CD24-FITC or Streptavidin-FITC.

#### Cells

Cells were suspended in phosphate buffered saline (PBS; 1.86 mM NaH_2_PO_4_·H_2_O, 8.41 mM Na_2_HPO_4_, 150 mM NaCl) that contained 1% heat-inactivated fetal bovine serum (FACS buffer) unless stated otherwise. Pelleted cells were washed at 4 °C in 500 µL FACS buffer and resuspended in 100 µL of FACS buffer containing FITC-conjugated streptavidin, and the directly conjugated Siglec-2 (CD22), CD63, IgM, Siglec-G, MHC-II and Ter119 Ab diluted as above. Cells were stained for 30 min at 4 °C, followed by the addition of 500 µL of FACS buffer. Cells were again washed in 500 µL FACS buffer prior to fixation in 100 µL of 4% paraformaldehyde for 20 min at room temperature in the dark. FACS buffer (400 μl) was added to cells, which were then assessed on the FACSAria II. For analysis, single cells were gated using the FSC/SSC parameters.

#### Extracellular vesicles

EVs were isolated by immunoaffinity isolation. Following magnetic isolation, bead- bound MVs were washed in 1X Annexin V binding buffer (10 mM HEPES buffer, 140 mM NaCl, 2.5 mM CaCl_2_; pH 7.4). Bead-MV complexes were resuspended in 100 µL of Annexin V binding buffer containing the directly conjugated Siglec-2, CD63, IgM, Siglec-G, MHC-II and Ter119 Ab diluted as above and incubated for 20 min at room temperature. Samples were diluted with 400 µL of 1X Annexin V binding buffer and placed at 4 °C until analyzed the same day on the FACSAria II. Analysis was performed on singlet beads, gated using FSC/SSC parameters. Non-specific antibody binding to beads was established with pre-blocked beads, which were used to set the negative fluorescence threshold for all MV fluorescence parameters.

### Statistical analysis

All statistics were performed using R 3.3.1^62^ accessed by RStudio 0.99.902^63^. Two-way comparisons were assessed by two-tailed Students’ paired t-test with significance assessed as a p-value < 0.05. Multi-parameter comparisons (i.e. flow cytometry of surface characteristics) was assessed by two-way analysis of variance (ANOVA) followed by Tukey post-hoc test, if significant. Significance was defined as a Tukey-corrected p-value of 0.05 or lower. In all cases, results with p-values approaching significance, defined as p < 0.1, but not meeting the significance threshold of 0.05 were noted with an alternate symbol. Relevant tests are indicated within figure legends, and/or in the appropriate results sections, as noted.

### Data Availability

All RNA-Seq gene expression data have been deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE94778. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD005919.

## Electronic supplementary material

Supplementary Information

Supplemental File 1

Supplemental File 2

# Supplementary material for: CD24 induces changes to the surface receptors of B cell microvesicles with variable effects on their RNA and protein cargo
**Source:** Sci Rep. 2017 Aug 17;7:8642. doi: 10.1038/s41598-017-08094-8
**Supplement:** Supplementary file 1 — Supplementary Information

**CD24 induces changes to the surface receptors of B cell microvesicles with variable effects on their RNA and protein cargo**

D. Craig Ayre<sup>1</sup>, Ian C. Chute<sup>2</sup>, Andrew P. Joy<sup>2</sup>, David A. Barnett<sup>2</sup>, Andrew M. Hogan<sup>1</sup>, Marc P. Gruell<sup>3</sup>, Lourdes Peña-Castillo<sup>3,4</sup>, Andrew S. Lang<sup>3</sup>, Stephen M. Lewis<sup>2,5,6,7</sup> and Sherri L. Christian<sup>1\*</sup>

**Supplemental data**

A

|                             |                                                                              |                                           |                                    |                     |
|-----------------------------|------------------------------------------------------------------------------|-------------------------------------------|------------------------------------|---------------------|
| NADH dehydrogenase activity | Oxioreductase activity, acting on NAD(P)H, quinone or similar as an acceptor |                                           | H+ trans-membrane transp. activity | Cyt-C oxid. act.    |
|                             | NADH dehydrogenase (ubiquinone) activity                                     | Oxioreductase activity, acting on NAD(P)H | Oxioreductase activity             |                     |
|                             |                                                                              | Heme-copper term. oxi activity            | Electron carrier activity          | ErbB-3 recept. bind |
|                             |                                                                              | Oxi-red acting on a heme group            |                                    |                     |

B

|                                      |                                       |                             |                                              |                    |                             |
|--------------------------------------|---------------------------------------|-----------------------------|----------------------------------------------|--------------------|-----------------------------|
| Electron transport chain             | Cellular respiration                  | Oxidation-reduction process | Energy derivation by oxidation of org. comp. |                    | Gen. of prec. mtbl. and en. |
|                                      |                                       | Oxidative phosphorylation   | Cellular respiration                         |                    |                             |
| Respiratory electron transport chain | ATP synth. coupled electron transport | ATP metabolism              | Purine nucleo. met.                          | Ribose phosp. met. |                             |
|                                      |                                       |                             |                                              |                    |                             |

C

|                    |                              |                   |          |
|--------------------|------------------------------|-------------------|----------|
| Organelle envelope | Mitochondrial inner membrane | Respiratory chain | Envelope |
| Mitochondrion      | Mitochondrial part           |                   |          |

Supplemental Fig. 1: Revigo analysis of Gene Ontologies of RNA Cargo

The 50 most abundant protein coding RNA transcripts from isotype or anti-CD24 Ab stimulated cells are predominantly associated with mitochondrial function GO terms. No differentially expressed transcripts were identified in response to the different Ab treatments. (A) Biological processes (BP): NADH dehydrogenase (ubiquinone) activity (yellow), hydrogen ion transmembrane transporter activity (blue). (B) Molecular functions (MF): Electron transport chain (green). (C) Cellular components: Mitochondrial inner membrane (pink). Act. = activity, comp. = compounds, Cyt-c = cytochrome C, gen. = generation, en. = energy, mtbl. = metabolites, nucleo. = nucleotide, org. = organic, oxi = oxidase, oxi-red = oxioeductase, phosp. = phosphate, prec. = precursor, recept. = receptor, Transp. = transport, term. = terminal

**A**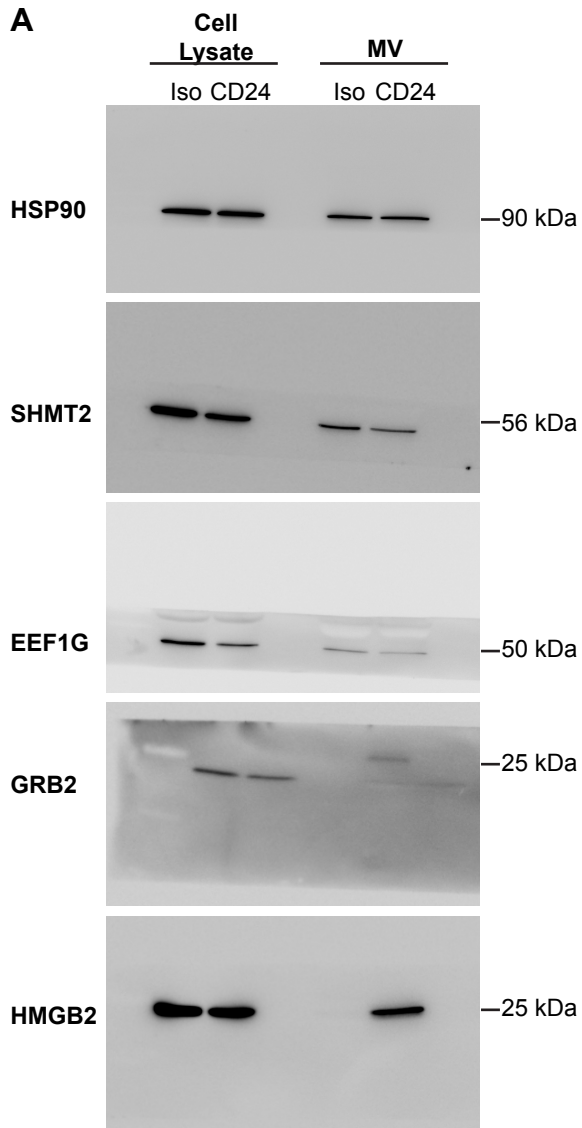**B**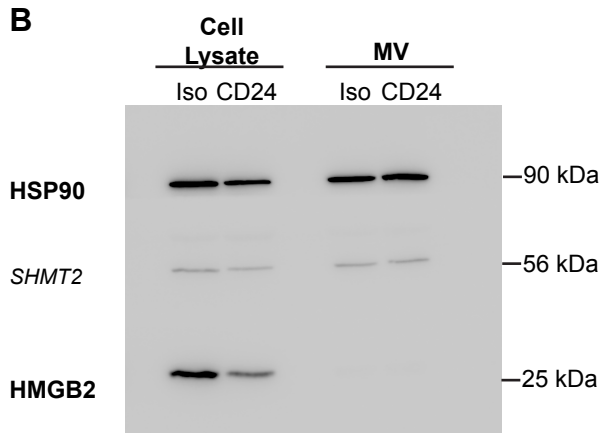

### Supplemental data: Western blot gels

Uncropped images of western blots presented in the main manuscript as figure 4. Irrelevant lanes used for another experiment that were prepared and run on these gels, but not part of this study, have been digitally removed. Membranes were cut immediately after transfer at the 70 kDa and 35 kDa markers to produce 3 membrane sections, which were probed individually for the proteins of interest, as appropriate for their molecular weights. A) Gel images for the upper 5 bands (HMGB2 present) in figure 4. B) Gel image for lower 2 bands (HSP90 and HMGB2) in figure 4. Also included in this gel image was SHMT2, which was not presented as part of the final figure. Molecular weight marker positions are shown to the right of each image.

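For the RNA, the list in this file gives the Ensembl identifier, symbol and description of 50 protein-coding genes. All 50 are in the deposited counts. Their totals over the 6 samples start at 5 counts, and 23 of them ranked below the 50 most abundant by mean CPM.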

Supplemental Excel File 1: Unique transcripts and proteins identified by RNA sequencing or MS/MS analysis of vesicles, respectively, from either isotype or anti-CD24 stimulated cells.

Supplemental Excel File 2: Ontological enrichment analysis of the top 50 protein coding transcripts identified by RNA sequencing of MVs from either isotype or anti-CD24 stimulated cells, and from proteins enriched in MVs from anti-CD24 stimulated cells.

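For each GO term, this file gives the category, the identifier and name of the term, p and q values, and the genes of the list that carry the term. A small q after Bonferroni correction means that the term occurs among the listed genes more often than among all genes by the test of ToppFun. The RNA sheet rests on the order of abundance that made the list of 50, not on a comparison between isotype and anti-CD24.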

How the deposited data were processed for this re-analysis (not part of the article)

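RNA from the EVs of WEHI-231 cells was sequenced by the authors after 1 h of stimulation with isotype or anti-CD24 antibody, with 3 biological replicates per condition. The authors trimmed the reads with the FASTX toolkit, aligned them with tmap and counted them with htseq-count in union mode on the exons of Ensembl genes of GRCm38.p5, and deposited raw counts per gene for each sample, without normalization. The 5 summary lines of each count file were left out of the gene counts. They list 46118 to 469443 unaligned reads and 40699 to 278045 reads on no gene per sample, and 0 reads as aligned to more than one place.

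All 6 samples were used and were grouped by the condition in their labels. Counts on genes ran from 166129 to 794185 per sample, and counts outside the rRNA and ribozyme genes from 15626 to 112042. For a share in a single sample, the 95% Wilson interval was computed, and the smallest share shown by 3 counts was taken as the floor. Symbols, biotypes and positions came from GENCODE M21 for GRCm38, and 419 of the 47729 genes, not in that annotation, were kept without a class. The rRNA and ribozyme biotypes formed 1 class, and the non-rRNA counts were divided into 8 classes, namely mitochondrial non-coding, lincRNA, protein-coding, miRNA, snRNA, snoRNA, processed transcript and pseudogene, with the rest as other. The 5S and 5.8S genes were identified by name.

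Differences in a share were tested with an exact permutation test of 3 against 3 samples, which cannot give a p below 0.1, and with an exact sign-flip test of the 3 replicate pairs, which cannot go below 0.25. The p of the 8 classes were adjusted together by Benjamini-Hochberg. The log2 shares of the 8 classes were also compared with limma 3.58.1. Genes were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization, condition as the only factor, a filter of 1.0 CPM in 3 or more samples as in the paper, and Benjamini-Hochberg adjustment at 0.05. The files' counts allowed no rerun of the trimming, alignment or counting. The standard error of a log2 fold change in this test is its absolute value over the square root of F. The test was tried on simulated counts with 200 genes changed by 16 fold, drawn with the real means and library sizes among genes with an expected count above 5, and recovered 83% of them at the dispersion of the data and 98% at a dispersion of 0.1. Whether replicate numbers pair the samples was checked by the correlation of deviations from the group means of log2 CPM with a pseudocount of 1.

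The genes named in the text follow a rule. They are those the paper's RNA text names, the most abundant gene of each class, the 5 most abundant protein-coding genes, the 3 genes with the smallest p, and the 10 largest fold changes among genes past the threshold that changed the same way in all 3 replicate pairs, of which there was none.

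The alternatives were DESeq2 1.42.0, edgeR's exact test, the replicate number as a block, library size without TMM, rRNA genes removed before normalization, no filter, at least 10 counts in every sample, genes with identical counts in every sample kept once, other definitions of the rRNA class and of the denominator, pooled counts, count minimums of 3 and 10 for miRNA genes, and each sample left out in turn. Alternatives chosen after seeing the data were 5S counted at its highest copy, 5S and 5.8S genes found by sequence, near-identical miRNA genes counted once, a robust prior in the quasi-likelihood fit, the protein-coding share without Zfp260 and without the 50 most abundant protein-coding genes, and ranking by single samples. The rRNA, mitochondrial and 45S-locus transcripts were compared with other genes by BLAST+ 2.17.0, with matches of at least 30 bases at 90% identity. The 45S-locus transcripts were those of Gm42418 and Gm26917. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. GO enrichment was not run again, and the nanoparticle, flow cytometry, proteomic and Western blot data are not in the files analysed here.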

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

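The design and the alternatives were fixed before the processed files arrived, except the alternatives described as chosen after seeing the data. Predictions were written before the result they concern was seen, except those described as made after it. Each of 5 measures over the 6 samples was examined for a sample far from the others, by the gap to its neighbour over the whole range. By chance about 1 in 20 such measures is flagged. In 2 of the 5 the gap exceeded the critical value of 0.625, and both flags fell on anti-CD24 replicate 2.

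The rRNA and ribozyme share of anti-CD24 replicate 2 was 84.8%, with a gap ratio of 0.70. Both predictions for it were made after the share was seen. Repeated counting of 5S reads at several gene copies raises the rRNA share, and this sample had the largest 5S share of the rRNA counts (39.2%), so it cannot account for a low value. With genes of identical counts kept once the gap ratio was 0.649, but that comparison could not have closed the gap and is no evidence by itself. Library depth would place this sample at an extreme of the totals, but 2 samples had a larger total and others a smaller one. Isotype replicate 2, read on the same run, was at 90.6%, and the other anti-CD24 replicates at 89.4% and 89.7%, so neither the run nor the condition alone separates this sample. Differences in RNA recovery between preparations were not testable, and the value cannot be told apart from them.

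Anti-CD24 replicate 2 also had 35 distinct miRNA genes, with a gap ratio of 0.76. With 100 random draws of every sample down to 166129 counts, the smallest total, its number was 19.2 ± 2.2 (SD of the draws), against 12.8 to 18.0 in the other samples. The gap ratio was then 0.19, under the critical value, so the sample was no longer far from the others at the smallest depth, although its mean stayed just above their range, which the prediction made before the draws had named as the outcome against library depth. The gap to isotype replicate 2 was smaller than the SD of the draws. In a further set of draws, predicted after these values were seen, the 4 largest libraries were drawn down to 610285 counts. The number was 32.2 ± 1.6 (SD of the draws) in anti-CD24 replicate 2 and 18.2 to 21.3 in the other 3, with a gap ratio of 0.78, which is below the critical value for 4 samples. Differences in total counts among the large libraries therefore did not account for the number, while the comparison with the smallest library cannot tell this sample apart. The draws did not equalize the counts outside rRNA. Before the draws, these were 112042 in anti-CD24 replicate 2 and 64623 to 81426 in the other 3, so depth outside rRNA was not tested. No biological explanation was tested, since the other samples of the condition do not share the value.

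Gm42418, a lincRNA gene that the paper does not discuss, held 22.5% of the non-rRNA counts on average and 90.4% ± 7.3 (SD, n = 6) of the lincRNA counts. The prediction made before the search was that genes with universal 18S or 28S primer sequences would hold more than 10% of the non-rRNA counts if reads of these rRNAs were counted on other classes. Gm42418, the only such gene, exceeds that level, so its counts may be reads of 18S rRNA, in fragments. It carries only 1 of the 3 18S sequences searched. The others were found in no transcript, so their absence from Gm42418 decides nothing. The share did not differ between conditions by more than the replicates did (exact permutation test, p = 0.8). A lincRNA transcript of this locus cannot be told apart from 18S fragments with counts per gene.

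Fcgr3, a protein-coding gene on chromosome 1 from 171051174 to 171064935 that is not in the paper's list of 50, had a mean of 656 CPM and a count in all 6 samples, from 142 to 1019, with no difference between conditions in its share of the non-rRNA counts beyond the spread of the replicates (exact permutation test, p = 0.3). Zfp260, also not in that list, had a mean of 581 CPM, nearly all of it from 1121 counts in isotype replicate 1, where it made up 20.3% of the protein-coding counts. After these values were seen, the transcripts of both genes were compared with rRNA, mitochondrial and 45S-locus transcripts, and the longest match was 0 bases for Fcgr3 and 0 bases for Zfp260. No 28S rRNA is in the reference, so reads of 28S were not tested. Depth is no explanation for Zfp260, because 4 samples had a larger total than isotype replicate 1. An amplification artifact or contamination of a single library was not testable from counts, and neither pattern is called biological.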

How the results depend on the processing

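Of 26 results with 308 alternative values, 7 results kept their direction and side of the threshold, or stayed within the limit set for a count, under every alternative, as did 259 of the values. These results were the differences in protein-coding, miRNA, snRNA and pseudogene share, the number of mitochondrially encoded genes among the 50, and the log2 fold changes of miR-5099 and Adra2b. For the share differences only the direction was tested. Their exact p cannot go below 0.1, or 0.25 with the replicate block, so the side of the threshold could not change. In limma, the adjusted p of the protein-coding class went from 0.039 to 0.10 with the replicate block. Of the changed values, 26 moved beyond the spread or by more than 1.5 times, 17 reversed, 3 crossed out of and 3 into the adjusted p threshold. Keeping the direction did not mean keeping the size. The protein-coding difference of -8.82 percentage points was -5.60 with genes past the paper's filter, -6.43 without the 50 most abundant protein-coding genes (chosen after seeing the data) and -0.53 as a share of all counts (exact permutation test, p = 0.2). The miRNA difference of 7.91 was 4.30 with near-identical genes counted once, also chosen after seeing the data, and 1.22 as a share of all counts. The snRNA and pseudogene differences of 2.03 and -1.09 were 0.45 and -0.031 as a share of all counts, the latter with an exact permutation p of 0.6. Without 1 sample, the snRNA difference ran from 0.68 to 4.49 and the pseudogene difference from -1.35 to -0.89. In a share of all counts the large rRNA share enters the denominator, which makes every difference in percentage points smaller in size. The rRNA share was also lower after anti-CD24 (88.0%) than after isotype (91.0%), so the change was not a common scale alone. By replicate pair, the protein-coding share of all counts went from 1.71% to 0.87%, from 1.47% to 1.41% and from 1.40% to 0.72%. The difference in protein-coding share stayed between -9.58 and -7.37 percentage points across the 6 sets that each left out 1 sample, and the difference in miRNA share between 5.38 and 10.2. With the replicate block the exact sign-flip p was 0.25 for both, the smallest possible.

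The number of genes with an adjusted p under 0.05 was 1 in the main edgeR fit. It was 0 with DESeq2, 0 with the replicate block, 0 with at least 10 counts in every sample (134 genes tested), 0 with the robust prior, which was chosen after seeing the data, and 2 with no filter, which admits genes with few counts. It ran from 0 to 47 across the 6 fits that each left out 1 sample. Zfp260 no longer passed the filter without isotype replicate 1, anti-CD24 replicate 2 or anti-CD24 replicate 3. The main fit gave all genes one prior for their spread, so a gene with nearly all its counts in 1 sample could pass. The robust prior, the block and DESeq2's handling of such counts remove that call. The log2 fold change of Zfp260 was -1.53 with the block. The number of classes was 1 in the main limma fit, 0 with the replicate block and 0 as a share of all counts. Among the 6 fits that left out 1 sample, it was 1 only without anti-CD24 replicate 2, and 0 in the others. With at most 3 samples per group, every fit has few degrees of freedom, and the cause of these changes was not tested.

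Keeping genes with identical counts once, which leaves 1 of 19 5S copies, moved the 5.8S share to 88.1% and the 5S share to 9.28%. Counting 5S at its highest copy only, chosen after seeing the data, moved them to 98.5% and 1.41%, and the rRNA share to 85.7%. Across the sets without 1 sample, these shares were 70.7% to 76.7%, 19.1% to 24.2% and 89.1% to 90.4%. As a share of all counts, where rRNA enters the denominator, the mitochondrial non-coding share was 3.14%, and the differences in mitochondrial non-coding, lincRNA and processed transcript share reversed to 0.72, 0.49 and 0.0031 percentage points. The processed transcript difference also reversed to 0.033 with genes past the paper's filter. Without 1 sample, these differences ran from -9.24 to 0.64, from -8.04 to 2.64 and from -0.057 to 0.031, and that of snoRNA from -0.78 to 8.91, since single samples exceed the group differences.

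The mean number of distinct miRNA genes was 13.2 with at least 3 counts and 9 with at least 10, and 6 genes were then found in all 6 samples, since many miRNA genes have 1 or 2 counts. The overlap with the paper's 50 genes was 48 when ranked by the counts of anti-CD24 replicate 3 alone, chosen after seeing the data. The log2 fold change of miR-6236 ran from 1.44 to 2.24 without 1 sample, with an adjusted p of 0.048 in edgeR's quasi-likelihood test without anti-CD24 replicate 3. Without anti-CD24 replicate 1, the adjusted p from that test was 0.029 for Snord89 and 0.0061 for the 5S gene n-R5s144. In the main fit these were 0.49 and 0.55. Their log2 fold changes without that sample were 3.30 and 1.80. The log2 fold change of Lars2 reversed to -0.29 with DESeq2 and -0.47 with at least 10 counts in every sample, and ran from -0.20 to 0.26 without 1 sample. That of n-R5-8s1 reversed to 0.051 with no filter and 0.15 with identical copies collapsed, and ran from -0.57 to 0.055. miR-5099 was not in the fit of genes with at least 10 counts in every sample, and Zfp260 and Adra2b were left out of the fits whose filters they failed, so no value exists there. Isotype replicate 2 had the fewest non-rRNA counts, 15626, and the fewest distinct miRNA genes, 18. Which samples limit the calls for genes with few counts most was not tested.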

Differences from the paper's values

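Processed transcripts held 0.142% of the non-rRNA counts in the isotype samples, against the paper's value of about 2% in Fig. 2C, read by eye, and 0.132% in the anti-CD24 samples, against the paper's value of about 0.3% in Fig. 2C, read by eye. None of the alternatives set before the files arrived closed either gap, from share of all counts and identical copies collapsed to genes past the paper's filter and each sample left out.

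The paper reports no differentially expressed transcript, while the main fit gave 1 gene, Zfp260. The number was 0 with DESeq2, with the replicate block, with at least 10 counts in every sample, and without isotype replicate 1 or anti-CD24 replicate 2. It was also 0 with the robust prior, which was chosen after seeing the values. Other alternatives did not give 0. The number stayed at 1 with edgeR's exact test, without TMM, with rRNA genes removed and with identical copies collapsed. Without isotype replicate 2 or isotype replicate 3 it was 1 as well. It was 2 with no filter, 3 without anti-CD24 replicate 3 and 47 without anti-CD24 replicate 1. The paper reports a significant decrease of protein-coding RNA. The exact permutation test gave p = 0.1, the smallest possible here, and limma an adjusted p of 0.039, or 0.10 with the replicate block.

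The paper's list of the 50 most abundant protein-coding genes shared 27 genes with the 50 ranked by mean CPM. None of the alternatives set before the files arrived exceeded 30. Ranking by the counts of anti-CD24 replicate 3 alone, chosen after seeing the values and the order of the list, gave an overlap of 48. Of the 50, 13 were mitochondrial with Lars2 included, against the paper's 14. The number was 14 when ranked by pooled counts or by median CPM, with identical copies collapsed, and without isotype replicate 1 or isotype replicate 3. It was also 14 when ranked by isotype replicate 2, anti-CD24 replicate 2 or anti-CD24 replicate 3 alone, all chosen after seeing the values. The number of miRNA genes found in all 6 samples was 11, against the paper's 12, and it was 12 without isotype replicate 3.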

Other observations

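The protein-coding share was lower after anti-CD24 in 3 of 3 replicate pairs. Predictions for library depth, a few dominant genes and the sequencing barcode were made before the result. Library depth would leave little difference in pair 3, whose totals were nearly equal, but the share differed there by -8.47 percentage points, within the range of the other pairs. At these totals, isotype replicate 3 had a count on 3967 genes and anti-CD24 replicate 3 on 1667. In pairs 1 and 2 the anti-CD24 sample had more genes with a count, 2757 against 2644 and 3708 against 1430. Whether the number of genes detected bears on the share was not tested. Without the most abundant gene, Lars2, the difference was -8.74 percentage points, but Lars2 held only 1.35% of the non-rRNA counts after isotype and 1.13% after anti-CD24, so leaving it out could not have removed the difference and does not test whether a few genes carry it. A further prediction, written after these values were seen, was that without the 50 most abundant protein-coding genes, which held 51.7% of the protein-coding counts on average, the difference would fall below the SD of the isotype samples if those genes carried it. It was -6.43 percentage points, against an SD of 1.51, with -6.50, -3.74 and -9.04 in the replicate pairs. The number of barcodes used for both conditions was 0, so the sequencing barcode cannot be tested, and the difference cannot be told apart from it. An effect of CD24 stimulation remains a hypothesis. Of the 10 splits of the 6 samples into 3 and 3, 2 gave as many classes with an adjusted p under 0.05 as the real one, the real one included. The real split is also the split by barcode.

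All 10 of the 10 splits gave as many genes with an adjusted p under 0.05 as the real grouping, the real one included. In every split the 1121 counts of Zfp260 in isotype replicate 1 fall in a single group, so the splits are no separate test of its call. The call rests on that sample and cannot be tied to the condition.

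The miRNA share was higher after anti-CD24 in 3 of 3 pairs. The prediction written after this was seen was that repeated counting of one predicted miRNA sequence would take away more than 50% of the difference of 7.91 percentage points. With near-identical genes counted once, 4.30 percentage points were left, a little over that level, so the prediction was not met. These genes held 87.0% of the miRNA counts on average, so counting them once lowers the share itself. How much of the difference repeated counting accounts for therefore cannot be read from this value. Barcode and condition coincide here too. Before the test it was predicted that reads of rRNA counted on miRNA genes would show as sequence matches. The share of miRNA counts on genes that match a 5S, 5.8S, 45S-locus or mitochondrial transcript was 0%. Since the reference has no 28S rRNA, a source in 28S was not tested. The 0% therefore does not rule out rRNA reads as the source of the miRNA counts or of their rise. A 28S source stays open for the near-identical genes, and for Mir6236, which held 11.5% of the miRNA counts on average. Lars2 was compared with the same rRNA and mitochondrial transcripts, after its rank was seen, with a longest match of 0 bases and the same limit.

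Reads that align equally well to several rRNA gene copies may have been counted at every copy. Before the test it was predicted that genes with the same transcript sequence would then have the same counts. Of 6 groups of rRNA genes with the same sequence, 3, or 50%, had identical counts in all 6 samples. The prediction named no cutoff, and the one used, 90% of groups, was set after parts of the counts had been seen, so the share of groups leaves the question open. In the largest group, of 32 genes, 19 had identical counts, and others had fewer. These 19 genes had the same count in each sample, from 885 in isotype replicate 2 to 10327 in anti-CD24 replicate 3. Reads each placed on only 1 copy would not give such counts. For these 19 genes the counts thus argue against a single placement of each read. Of the 46 genes in the groups, 38, or 82.6%, were within 5% of their group median in every sample. Near-identical counts were thus more common than the share of groups shows. The files list 0 reads as aligned to more than one place.

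The order of the paper's list of 50 protein-coding genes resembled the order of counts in anti-CD24 replicate 3. The hypothesis that genes were ranked by their counts in 1 sample, and its prediction of an overlap of at least 40 genes for a single sample, were written after the order was seen. The overlap was 48 for anti-CD24 replicate 3 and 20 to 25 for each of the others. All 50 listed genes have a count in that sample, against 32 to 40 in the others. The 2 genes among its 50 that the paper does not list are Fcgr3, with 161 counts, and a gene with 4 counts, the lowest count in that ranking. This is in line with a list that followed a single sample, but the counts cannot show how the list was made. If so, the GO terms of the list describe that sample rather than both conditions. Weighing this against a biological reading does not apply, as the pattern is in the list and not in the samples.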
